# Key Proteins for Regeneration in *A. mexicanum*: Transcriptomic Insights From Aged and Juvenile Limbs

**DOI:** 10.1155/2024/5460694

**Published:** 2024-11-14

**Authors:** Aylin Del Moral-Morales, Cynthia Sámano, José Antonio Ocampo-Cervantes, Maya Topf, Jan Baumbach, Jossephlyn Hernández, Karla Torres-Arciga, Rodrigo González-Barrios, Ernesto Soto-Reyes

**Keywords:** aging, *Ambystoma mexicanum*, blastema, tissue regeneration, transcriptomics

## Abstract

The axolotl, known for its remarkable regenerative abilities, is an excellent model for studying regenerative therapies. Nevertheless, the precise molecular mechanisms governing its regenerative potential remain uncertain. In this study, we collected samples from axolotls of different ages, including 8-year-old individuals and 8-month-old juveniles, obtaining their blastemas 10 days after amputation. Subsequently, we conducted a transcriptomic analysis comparing our samples to a set of previously published experiments. Our analysis unveiled a distinctive transcriptional response in the blastema, characterized by differential gene expression associated with processes such as bone and tissue remodeling, transcriptional regulation, angiogenesis, and intercellular communication. To gain deeper insights, we compared these findings with those from aged axolotls that showed no signs of regeneration 10 days after amputation. We identified four genes—*FSTL1*, *ADAMTS17*, *GPX7*, and *CTHRC1*—that showed higher expression in regenerating tissue compared to aged axolotls. Further scrutiny, including structural and homology analysis, revealed that these genes are conserved across vertebrate species. Our discoveries point to a group of proteins relevant to tissue regeneration, with their conservation in vertebrates suggesting critical roles in development. These findings also propose a novel gene set involved in axolotl regeneration, laying a promising foundation for future investigations across vertebrates.

## 1. Introduction

The axolotl is a salamander of the genus *Ambystoma*, which comprises 32 species from southern Canada to central Mexico. Among the different species present in Mexico, *Ambystoma mexicanum*, an endemic species from the lake region of Mexico City, is the most studied [1, 2]. Commonly known as axolotls, *A. mexicanum* is a vertebrate amphibian with an unusual appearance. Unlike other salamanders, axolotls do not metamorphose to become adults; instead, they remain in their larval form, retaining their external gills and aquatic lifestyle throughout their entire lives [3, 4]. In addition to their popularity as pets in many parts of the world, this animal is considered an interesting model for studying tissue regeneration. Indeed, they can regenerate a wide range of injured tissues within just a few weeks, including limbs [5, 6], tail, central and peripheral nervous systems [7, 8], iris [9], bone, and muscle [10, 11].

Previous studies have shown that the axolotl regeneration process involves three phases: wound healing, blastema formation, and redevelopment [12, 13]. After an injury, the fibroblasts surrounding the wound acquire proliferative capacity and set the stage for new tissue development [14–17]. Once the wound is closed, the fibroblasts dedifferentiate into mesenchymal progenitor cells that accumulate in an epithelium-covered region called the blastema. It is in this organ where the reconstruction of the missing limb takes place. Blastema cells are thought to have a certain “cellular memory,” as they always differentiate into the same cell type from which they originated, and the new limb will have the same size, shape, and orientation as the amputated one [18–20]. Because of this, the study of the underlying mechanisms and factors involved in blastema regeneration is currently of great interest. Specifically, researchers are interested in dissecting the cellular and molecular events, leading to regeneration in axolotls that could be extrapolated to other species. A previous study demonstrated that mouse growth factors can induce blastema formation in axolotls, suggesting that the machinery required for tissue regeneration may be conserved in mammals [21]. However, the molecular factors involved in the activation of such machinery remain unexplored.

One limitation of studying axolotls is the complexity of their genome; with 32 gigabase pairs of DNA distributed across 14 pairs of chromosomes, it is one of the largest genomes among vertebrates. However, approximately 70% of their genome is composed of repetitive elements, making its assembly a challenge [22]. Furthermore, the lack of a fully annotated transcriptome has hampered comprehensive studies of tissue regeneration, making it difficult to compare the results across publications. Despite these challenges, previous research has identified several candidate genes that may play a role in the regenerative process. However, the mechanistic insights into these genes and how they interact with others are not fully understood [23–25]. Fortunately, recent advances in genome assembly and transcriptome annotation are enabling detailed transcriptomic studies that will shed light on the molecular processes underlying axolotl regeneration [26].

Additionally, the impact of environmental factors, such as habitat, diet, and age, on the regenerative capacity of axolotls has not been investigated [5]. While axolotls can regenerate tissues throughout most of their entire lifespan, this phenomenon becomes less efficient with age [9, 27]. Younger individuals can regenerate tissues in a matter of days or weeks, whereas sexually mature adults may require several months to regenerate a limb [18, 28]. It is also worth noting that most experiments have been carried out on the *d*/*d* strain, a homozygous white mutant lineage established by French naturalists in the mid-19th century. Interestingly, this strain often exhibits regeneration defects due to extensive inbreeding [1, 29]. Therefore, to fully understand the genetic, transcriptomic, and environmental factors involved in tissue regeneration in *A. mexicanum*, and how aging may affect this process [30], it is crucial to study native Mexican axolotl populations from the Xochimilco Lake area.

In this study, we conducted transcriptomic analysis on the limbs of juvenile axolotls (8 months old) and the blastema formed 10 days postamputation, aiming to elucidate the molecular fingerprint of tissue regeneration. Our investigation involved a comparative analysis of our datasets with those previously documented by Bryant in 2017, with the objective of identifying conserved transcriptomic responses in blastemas, even across different axolotl strains [23]. Through a custom annotation of the axolotl proteome, we found that the differentially expressed genes (DEGs) were primarily associated with anatomical development and cell differentiation. Additionally, we collected samples from the limbs of two aged axolotls (8 years old) that did not develop a blastema after amputation. By contrasting the DEGs in blastemas with those in aged limbs, we pinpointed four genes (*FSTL1*, *ADAMTS17*, *GPX7*, and *CTHRC1*) exhibiting heightened expression in regenerating tissues but diminished expression in aged axolotls. These genes were found to be associated with anatomical structure development, as corroborated by structural and conservation analyses, indicating their high conservation across vertebrates and their pivotal roles in development, bone morphogenesis, and cartilage formation in mammals. Our results suggest a set of key axolotl genes that potentially participate in tissue regeneration specifically in juvenile axolotls. These genes could provide a basis for studying tissue regeneration in other vertebrates and hold promise for advancing the field of regenerative medicine.

## 2. Materials and Methods

### 2.1. Sample Collection

All biological samples were sourced from a captive population of Mexican axolotls (*A. mexicanum*) housed at the Unidad de Manejo Ambiental of the Centro de Investigaciones Biológicas y Acuícolas de Cuemanco (UMA-CIBAC), affiliated with the Universidad Autónoma Metropolitana, Xochimilco Campus (UAM-Xochimilco) in Mexico City. This axolotl colony originates from wild individuals captured in the Xochimilco Lake area. Situated adjacent to the lake, CIBAC provides conditions closely resembling the axolotl's natural habitat; the water in their tanks is sourced from the lake, and their diet primarily consists of aquatic worms (*Tubifex*). All procedures were approved and supervised by veterinarians from UMA-CIBAC and UAM-Xochimilco, in accordance with the norms and regulations set by the Mexican Ministry of Environment and Natural Resources (Reference Number CEI.2023.007).

Sedation of the axolotls was achieved through immersion in a tank containing benzocaine at a concentration of 50 mg/L before the amputation process. Biological samples were meticulously collected, using a stereoscopic microscope, from the inferior limbs of five juvenile axolotls (8 months old) as well as from two aged axolotls (8 years old). Specifically, blastema tissues were acquired 10 days postamputation from juvenile axolotls, whereas aged axolotls did not display any development of blastema tissue. Five additional 8-month-old organisms, along with their corresponding blastema generated 10 days after amputation, were collected to perform experimental validation of *ADAMTS-17*. No animals were sacrificed for this study, and the axolotls were safely reintroduced to their habitat at UMA-CIBAC following the final sample collection.

### 2.2. RNA Extraction and Sequencing

The collected tissue was preserved in RNA*later* (Invitrogen) at 4°C for a maximum of 24 h prior to processing. RNA was extracted according to the protocol established by Peña-Llopis and Brugarolas [31]. Its quality and concentration were assessed using the High Sensitivity RNA Tapestation (Agilent Technologies). Ribosomal RNA depletion was performed using the Ribo-Zero Gold Kit (Illumina), and libraries were constructed using the SMARTerStranded V2 kit (Takara Bio). Paired-end (PE) sequencing was carried out on Illumina with a read length configuration of 150 and 20 million reads per sample.

### 2.3. Quantitative Reverse Transcription-Polymerase Chain Reaction (RT-qPCR)

Total RNA from five samples of juvenile axolotl limbs and their blastemas, collected 10 days postamputation, and two samples from aged axolotls were extracted using TRIzol reagent (Invitrogen, Catalog No. 15596026), and RNA integrity and quality were evaluated with TapeStation 2200. cDNA was synthesized through a reverse transcription reaction following the instructions provided by the GeneAmp RNA PCR Core Kit (Applied Biosystem, Catalog No. N8080143) using oligo(dT) primers. qRT-PCR assays were performed on 7500 Real-Time PCR System (4351105, Applied Biosystems, Foster City, CA, USA) using Maxima SYBR Green/ROX qPCR Master Mix (2x) kit (Thermo Scientific, Catalog No. K0222). To assess the expression of *ADAMTS17* and *GAPDH* as the housekeeping gene control, the following oligonucleotides were used: *ADAMTS17* (FW: 5′-CTGCTCTGACCTACAAGTGC-3′, RV: 5′-TTGGCATAAAAGTCTCGGCA-3′) and *GAPDH* (FW: 5′-GCTGCCTCCTATGACGAAAT-3′, RV: 5′-TTCCTCGGTGTATCCCAGAA-3′). The relative expression of *ADAMTS17* was determined using the −△△Ct method, comparing its expression in blastema tissues of juvenile axolotls or limbs of aged axolotls to the control condition and normalized with *GAPDH*. Statistical analyses were performed using a *t*-test in GraphPad 7.

#### 2.3.1. Transcriptomic Analysis

In addition to the experimentally obtained samples, data from two other studies were also analyzed. The accession numbers for the samples used are displayed in Table 1.

Quality assessment of the sequencing data was performed using FastQC [32] Subsequently, raw counts were aligned to the reference genome AmexG_v6.0-DD [26] using STAR v.2.7.9a [33]. The resulting transcript-aligned read counts were quantified using featureCounts for R, and the AmexT_v47 transcriptome, accessible at https://www.axolotl-omics.org/assemblies, was used for this purpose. DESeq2 v.1.32.0 [34] was employed for the differential expression analysis. The tissue obtained after amputation of the juvenile axolotl's limb was used as a control. Two separate comparisons were carried out: aged axolotl limb (8 years old) versus control and 10-day blastema from juvenile axolotls versus control. Genes were designated as DEGs if they exhibited |log2 (fold change)| > 1 and padj < 0.05. For the Bryant dataset, differential expression analysis was conducted for proximal blastema using upper arm tissue as the control and for distal blastema using hand tissue as the control.

#### 2.3.2. Gene Annotation and Protein–Protein Interaction (PPI) Networks

All genes were named according to the “gene_name” field in the AmexT_v47 transcriptome file, accessible at https://www.axolotl-omics.org/assemblies. In cases where the “gene_name” field was either empty or equal to “N/A,” genes were assigned the same name as their gene_id. Priority was given to nomenclature with the [hs] identifier over any other annotation. To distinguish genes with the same name, a numerical identifier was appended; for example, KAZAL.3 indicated the presence of four other genes with the name KAZAL in the dataset. The predicted gene ontology (GO) function and PPIs for each gene were determined using STRING [35]. Only one open reading frame per gene was used as input for STRING; if a gene had more than one transcript, the 0.1 isoform was selected. GO term enrichment analysis was performed using gProfiler2 v.0.2.1 for R [36] with the correction method g:SCS and an adjusted *p* value significance threshold of 0.05. Redundant terms were clustered using rrvgo v.1.4.4 for R [37]. The PPI visualizations were built with KeyPathwayMineR [38] All network visualizations were created with Cytoscape [39].

##### 2.3.2.1. Coexpression Analysis

Our datasets, as well as the ones from Bryant and Caballero-Pérez, were used as input for WGCNA [40]. The raw counts were normalized using variance-stabilizing transformation (VST) from the DESeq2 package. Batch effect correction was performed with Combat from the sva v3.40.0 package for R [41]. The blockwiseModules function was employed to identify coexpression modules within the data. The function was run with a power of 7 and a minimum module size of 30 genes, with the TOMType set to “unsigned.” The resulting coexpression modules were named with random colors. Modules were considered significant if they had a *p* value < 0.05 and |Module-Trait Correlation| > 0.5. GO enrichment analysis for the genes contained in each module was performed with gProfiler2 v.0.2.1 for R^36^, and the PPI network was built with KeyPathwayMineR [38] using only the genes with module membership > 0.7. Visualizations were created with Cytoscape and BioRender.com.

### 2.4. Homology and Structural Biology Analysis

The amino acid sequences for each transcript were obtained from the annotation file (.gtf) for the AmexT_v47 transcriptome. If more than one transcript was available, only the 0.1 isoform was modeled. The amino acid sequence of each protein was used as a query for BLASTP 2.12.0 [42, 43] against the UniProtKB and Swiss-Prot database [44]. Only the sequence with the highest identity percentage in each organism was conserved for the identity plot, and the organisms displayed were selected based on the animal model organisms described in a comprehensive review of model organisms [45]. AlphaFold2 [46] was used to predict the structures of the proteins; templates were used for all predictions, and the ConSurf [47] web server was used to color the residues according to their conservation. Functional domain annotation was performed using the Conserved Domain Database (CDD) [48] and the NCBI Conserved Domain tool [49]. Protein visualizations were created with the PyMOL Molecular Graphics System v.4.60.

## 3. Results

### 3.1. Blastemas Share a Defined Transcriptomic Profile

To explore the dynamics of gene expression during the formation of blastema in *A. mexicanum*, we conducted an experiment involving the RNA sample collection. This was achieved by amputating the right forelimb of five juvenile axolotls (8 months old) at a proximal site. These axolotls were bred and raised within CIBAC, a facility dedicated to maintaining a colony derived from wild specimens captured in Lake Xochimilco. 

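RNA was sequenced from the limb tissue of 5 juvenile axolotls and from the blastemas of the same animals 10 days after amputation, after depletion of ribosomal RNA, and the replicates carry the numbers 2, 3, 5, 6 and 8 in both groups. The authors aligned the paired-end reads to AmexG_v6.0-DD with STAR and counted them on the genes of AmexT_v47 with featureCounts. They deposited the counts per gene without normalization. The results name the right forelimb, the methods name the inferior limbs and the sample labels name the posterior leg, so which limb was taken is not settled here. The paper states its depth as reads sequenced, whereas the values here are counts on genes. There were between 13392223 and 20663627 counts per blastema, with a median of 15564958, and between 12975883 and 18575093 per juvenile limb, with a median of 15420836. Of the 99088 genes counted, between 25733 and 32315 were detected in a blastema and between 33236 and 46501 in a juvenile limb. The 100 genes with the highest counts took from 43.8% to 54.8% of the counts in the blastemas and from 35.9% to 40.6% in the juvenile limbs. Libraries were scaled with edgeR's TMM method and genes with low counts were left out with its filterByExpr function. The 2 groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. As in the methods, a gene was called differentially expressed at an absolute log2 fold change above 1 and an adjusted p under 0.05, while the study itself used DESeq2. Expression levels are CPM after the same scaling. A gene without a count in a group was set against a limit of 3 counts over the whole group, which is 0.0421 CPM in the blastemas and 0.0341 CPM in the juvenile limbs and covers counting error only. In simulated counts with the spread of these libraries, the test called 56% of genes made to differ by a log2 fold change of 2. It called 93% of those made to differ by 4, with 4 false among 153 calls. DESeq2 called 75% and 99% of them, with 52 false among 226 calls. The counts were drawn once, with the spread that edgeR estimated and only 200 genes changed. These shares of false calls thus do not rank the tools on the real data.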

Blastema samples were obtained 10 days after the amputation procedure, and RNA was subsequently extracted. The extracted RNA samples underwent sequencing analysis.

To contextualize our findings, we compared them with RNA-seq data from Bryant [23], who studied a strain of d/d axolotls (white mutant). In their study, forelimbs were amputated at two different sites (proximal and distal), and blastemas were collected 23 days postamputation. To identify the most significant changes in gene expression between the different samples, we performed differential expression analysis (Figure 1(a)).

Overall, we observed that most of the DEGs were downregulated. 

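Of 19961 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 371 were higher and 1117 were lower in the blastemas than in the juvenile limbs. Over all genes tested, called or not, no blastema overlapped any juvenile limb in 2092, which is 10.5%, where chance gives 0.794% with 5 libraries against 5. Without a filter on low counts, the setting that moved the count most, 981 genes were higher and 2279 lower among 63474. The number of genes called ranged from 1099 without juvenile limb replicate 2 to 1800 without blastema replicate 2, and only 230 genes were higher without juvenile limb replicate 2. Among called genes with an average log2 CPM above 1 whose libraries did not overlap, AMEX60DD044102 and AMEX60DD044091 had the highest fold changes. Their log2 fold changes were 7.72 (standard error 0.74, adjusted p = 6.1e-05) and 7.15 (standard error 0.85, adjusted p = 0.000258). Each had 7 counts over the juvenile limbs, and for AMEX60DD044091 all 7 came from 1 library. With 1 library left out, their log2 fold changes reached 9.04 and 10.67. At the other end, AMEX60DD051962 and SLN (AMEX60DD049438) had no count in any blastema and 6295 and 5729 counts in the juvenile limbs, so that they were at least 1769-fold and at least 1667-fold lower in the blastemas.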

In our samples, we identified 667 upregulated genes and 2076 downregulated genes in the blastema compared to control tissue. In the distal blastema, we found 4809 upregulated genes and 5577 downregulated genes compared to the control, whereas in the proximal blastema, we found 6143 upregulated genes and 7671 downregulated genes (Figure 1(b)).

We compared the DEGs in our samples with Bryant's datasets to search for genes that were consistently regulated across experiments. Our aim was to identify expression patterns associated with regeneration regardless of strain or amputation site. We found 1277 DEGs that were common to all three datasets. Specifically, out of these common DEGs, 248 were upregulated and 886 were downregulated in all three samples (Figure 1(c), Supporting Table 1).

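The copy of Supporting Table 1 used here, which holds fewer lower genes than the text counts, marks 248 genes as higher and 866 as lower. In the blastemas and juvenile limbs sequenced for this study, 918 of these 1114 genes passed the filter on low counts, and each of the 918 changed in the listed direction. The test called 149 of the listed genes higher and 553 lower, and 0 in the direction opposite to the list. DESeq2, fitted to the same 10 libraries, called 1046 of them in the listed direction. Among the genes tested, the median log2 fold change was 1.83 for those listed as higher and -3.47 for those listed as lower. The fitted values differed from the paper's listed log2 fold changes by a median of 0.01 and at most 0.41 in the 818 genes with a count in both groups. The other 100 genes had no count in any blastema, and with these at their limit the median of the genes listed as lower was again -3.47. The study chose the list in part on these libraries, so the tally is not independent evidence. The blastemas of the other study were not analysed here.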

Since ontology annotation for *A. mexicanum* is not available, we used STRING [35] to generate a homology annotation for the coding genes in the *AmexT_v47* transcriptome. By performing a GO term enrichment analysis, we found that the DEGs in the blastema were primarily associated with biological processes related to tissue and muscle development, cytoskeleton organization, cell adhesion, extracellular matrix organization, and ossification. However, among the downregulated genes, we observed an enrichment in biological processes such as cytoskeleton organization, muscle structure development, and myofibril assembly. Conversely, the upregulated genes were enriched in terms such as anatomical structure development, negative regulation of cellular processes, and regulation of cell differentiation (Figure 1(d), Supporting Table 2).

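Among the terms of Supporting Table 2 that are listed with all of their genes, 10 belong to the genes lower in the blastema and hold 89 genes. Of the 74 genes tested, all had lower counts in the blastemas, and 67 were called. Their median log2 fold change was -8.28 with an SD of 3.82 across genes, and -7.36 when the 14 genes without a count in any blastema were set to their limit. For skeletal muscle contraction, all 13 genes tested were called, at a median of -10.67, or -10.34 with 5 genes at their limit. Cardiac cell development, with 22 genes, had a median of -9.52, or -9.05 with 3 genes at their limit. The medians of 3 terms were smaller. In response to muscle activity, all 4 genes tested were called at a median of -4.23. In negative regulation of T cell receptor signaling, 5 of 9 genes were called at a median of -1.70, and in peptidyl-tyrosine dephosphorylation, 11 of 17 at -1.87. Other terms not named for muscle fell further. In regulation of calcium-mediated signaling, all 13 genes were called at a median of -7.87 with 3 genes at their limit. In regulation of transmembrane transporter activity, all 14 were called at -9.49, or -7.95 with 7 genes at their limit. Single genes with few reads in the blastemas have wide limits. MYOT (AMEX60DD029011) had 1 count over the 5 blastemas and 6817 over the juvenile limbs and was 5522-fold lower, with a 95% exact counting interval from 991-fold to 218156-fold. SGCE (AMEX60DD009940), with 2 counts against 2191, was 887-fold lower, with an interval from 245-fold to 7333-fold. The genes of each term had been called by the study on these libraries before the terms were tested.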

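The complete lists of Supporting Table 2 for the genes higher in the blastema cover 3 terms and 29 genes. Of 27 genes tested, 18 were called higher, and the median log2 fold change was 1.92 with an SD of 1.40 across genes. In ossification, 9 of 11 genes were called at a median of 2.19, and in extracellular structure organization, 8 of 11 at 2.23. Peptidyl-proline modification had the smallest shift, with 3 of 8 genes called at a median of 1.24. With DESeq2 in place of edgeR, 25 of the 29 genes were called higher. Terms whose gene lists are shortened in the table were left out.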

A gene–GO term network was constructed using 10 of the most representative terms from Figure 1(d) to provide a more comprehensive visualization of the genes involved in the process of regeneration. Notably, the majority of genes belonged to the term “anatomical structure development,” and a significant proportion of the genes in this category showed downregulation in the blastema compared to the control. However, genes associated with the Wnt pathway (*WNT5A* and *WNT5B*) were upregulated, as were the metallopeptidases *ADAMTS17*, *ADAM8*, *MMP19*, *MMP11*, and *MMP13*, which are also associated with the “extracellular structure organization” term. Similarly, genes related to cell adhesion, myofibril assembly, and actomyosin structure organization were mostly downregulated in blastemas, with a few exceptions such as tenascin (*TNC*), fibronectin (*FN1*), and thrombospondin-2 (*THBS2*). 

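WNT5A (AMEX60DD023726) was expressed at 29.0 ± 17.9 CPM in the blastemas and 5.29 ± 2.70 CPM in the juvenile limbs (SD, n = 5 in each group), a log2 fold change of 2.45 (standard error 0.44, adjusted p = 0.0042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WNT5B (AMEX60DD006911) had a log2 fold change of 3.71 (standard error 0.85, adjusted p = 0.0177), which rested in part on single libraries. Blastema replicate 2 reached 40.4 CPM and the other 4 blastemas between 1.66 and 8.63 CPM, and without blastema replicate 2 the log2 fold change was 2.32. Without juvenile limb replicate 2 the adjusted p was 0.0542. With the animal as a block, its log2 fold change was 2.72 and its adjusted p 0.0812, in a range from 7.4e-18 to 0.0812 over the settings tried. Among the metallopeptidases, MMP11 (AMEX60DD000336) rose most clearly, from 1.17 ± 0.217 CPM to 46.0 ± 22.8 CPM, a log2 fold change of 5.29 (standard error 0.41, adjusted p = 1.1e-05 from the same test). ADAMTS17 (AMEX60DD003517) and ADAM8 (AMEX60DD052283) were called as well, at log2 fold changes of 2.12 and 1.96 with standard errors of 0.41 and 0.43. For ADAMTS17 the groups overlapped, since blastema replicate 5 had 6.78 CPM and juvenile limbs reached 7.95 CPM. MMP19 (AMEX60DD029882) was higher by 1.67 on the log2 scale but did not pass the threshold (standard error 0.55, adjusted p = 0.0822 from edgeR). Blastema replicate 2 had 36.2 CPM and the other blastemas between 5.99 and 10.6 CPM, and without blastema replicate 2 the log2 fold change was 0.99. DESeq2 on the same libraries called it, with an adjusted p of 0.0202 in a range from 1.2e-05 to 0.183 over all settings. The tables name more than 1 copy of MMP13. MMP13.1 (AMEX60DD049488) was called at 4.60 (standard error 1.00). Blastema replicate 2 had 1468 CPM of it and the other blastemas between 32.7 and 453 CPM, and without blastema replicate 2 the log2 fold change was 3.59. The groups overlapped, since juvenile limbs reached 33.1 CPM. MMP13.6 (AMEX60DD049502) was too low for the filter, with 99 counts over the blastemas and none in the juvenile limbs. This made it at least 47.0-fold higher. Of the 99 counts, 50 came from 1 blastema, and 1 of the 5 blastemas had none. An exact permutation test on log2 CPM gave a two-sided p of 0.0476, or 0.125 with libraries swapped only within animals. DESeq2 without the animal as a block gave MMP13.6 an adjusted p of 9.97e-06.

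**Figure D1:**
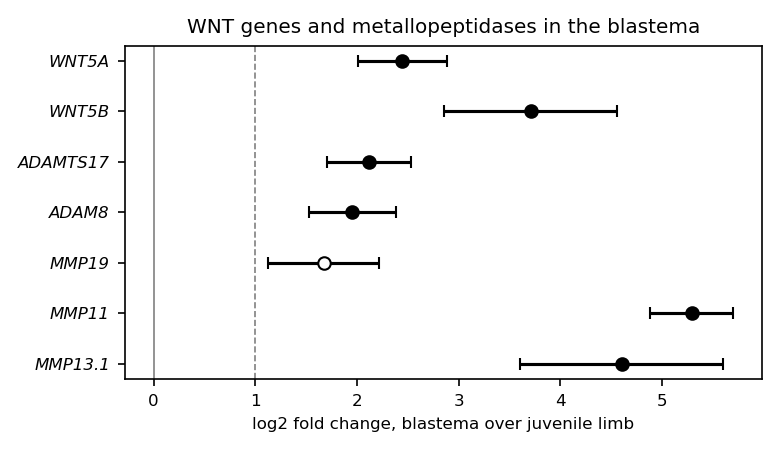
Log2 fold change of the blastemas over the juvenile limbs (x axis) for 7 genes. Points are the fitted values and bars their standard errors, filled points are genes called differentially expressed, and the dashed line marks a log2 fold change of 1. MMP11 lies highest at 5.29, and the open point is MMP19.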

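TNC (AMEX60DD050822) reached 1449 ± 640 CPM in the blastemas against 87.0 ± 23.3 CPM in the juvenile limbs (SD, n = 5), which is a log2 fold change of 4.06 with a standard error of 0.38. FN1 (AMEX60DD055420) rose from 152 ± 33.3 CPM to 972 ± 625 CPM, a log2 fold change of 2.68 with a standard error of 0.47. Both passed edgeR's test, with adjusted p values of 5.2e-05 and 0.00384. THBS2 (AMEX60DD034565), at a log2 fold change of 1.55 (standard error 0.49), did not pass it (adjusted p = 0.0754), and 1 library could decide its call. The adjusted p was 0.0325 without blastema replicate 5 and 0.0362 without blastema replicate 8. Blastema replicate 2 had 309 CPM and the other blastemas between 38.3 and 120 CPM, and without blastema replicate 2 the log2 fold change was 0.91. DESeq2 gave 0.0156, in a range from 5.6e-06 to 0.175 over the settings tried.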

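BAMBI (AMEX60DD021836) was higher in each blastema than in every juvenile limb, at 34.6 ± 5.78 CPM against 6.09 ± 2.33 CPM (SD, n = 5), and its log2 fold change of 2.50 had a standard error of 0.28 (adjusted p = 0.000186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SMAD7 (AMEX60DD041727) increased by 1.15 on the log2 scale (standard error 0.22, adjusted p = 0.00566) and SOX4 (AMEX60DD038468) by 1.73 (standard error 0.34, adjusted p = 0.00773). When edgeR was fitted to all 12 libraries of the series, the adjusted p of SMAD7 was 0.0707, the highest over its settings, from 0.000627 upward. SMAD6 (AMEX60DD003396) had a log2 fold change of 1.32 (standard error 0.40) and an adjusted p of 0.0605, which is above the threshold. Without blastema replicate 8 it was 0.0261, without juvenile limb replicate 8 it was 0.0469, and DESeq2 gave 0.0241 in a range from 0.0128 to 0.143 over all settings. NOX4 (AMEX60DD049619) passed narrowly at a log2 fold change of 2.04 (standard error 0.54, adjusted p = 0.0366). It no longer passed without blastema replicate 3 or 6 or without juvenile limb replicate 2, 3, 5 or 8, where the adjusted p lay between 0.0506 and 0.0935, or with the animal as a block, where it was 0.0599. The range over all settings was from 0.000717 to 0.0935.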

Another group of genes, including *SMAD6*, *SMAD7*, and *BAMBI*, involved in the tumor growth factor beta (TGF-*β*) signaling pathway, were upregulated and associated with cell differentiation, along with *SOX4* and *NOX4*. Genes associated with epigenetic functions were also found. 

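For KDM3A (AMEX60DD046114), the blastemas had 31.4 ± 5.13 CPM and the juvenile limbs 12.9 ± 3.83 CPM (SD, n = 5), and no blastema overlapped a juvenile limb. The log2 fold change was 1.28 (standard error 0.22, adjusted p = 0.00319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene was called with each of the 10 libraries left out in turn and under the 9 other settings run for single genes.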

A notable example is the histone lysine demethylase *KDM3A,* found among the genes involved in differentiation and development. This finding suggests that tissue regeneration may be controlled by epigenetic processes. Notably, genes involved in the ossification and regulation of cell differentiation were also upregulated. Additionally, several genes previously associated with regeneration in axolotls, marked in squared boxes, were obtained from the table published by Haas and Whited [5]. Among these genes, *KAZALD1* stands out as a well-studied gene involved in anatomical development and bone regeneration in axolotls [23]. Furthermore, bone morphogenetic protein 2 (*BMP2*) and fibroblast growth factor 9 (*FGF9*), which are associated with skeletal and cartilage development, were upregulated. These proteins are particularly relevant because a previous study demonstrated their ability to induce blastema formation in axolotls [21]. 

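The tables of the paper name 2 copies of KAZALD1 that changed in the blastema. KAZALD1.2 (AMEX60DD046379) had 94.2 ± 134 CPM in the blastemas and 1.83 ± 1.06 CPM in the juvenile limbs (SD, n = 5), with a log2 fold change of 5.68 (standard error 0.93, adjusted p = 0.00232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KAZALD1.3 (AMEX60DD046684) had a log2 fold change of 5.65 (standard error 0.90, adjusted p = 0.00186 from the same test). Most of their reads came from blastema replicate 2, with 332 and 362 CPM, whereas the other 4 blastemas had between 11.9 and 65.6 CPM. Both genes were called without any single library, and without blastema replicate 2 the log2 fold change of each was 4.29, the lowest over all settings. The counts of KAZALD1.3 and KAZALD1.2 stood in a ratio between 0.722 and 1.91 in every library of the series, so the changes of the copies are not separate observations where reads match both.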

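BMP2.2 (AMEX60DD035718) was the copy of BMP2 with an identifier in the tables, and it rose from 2.41 ± 0.736 CPM in the juvenile limbs to 12.9 ± 3.90 CPM in the blastemas (SD, n = 5). Its log2 fold change was 2.42 (standard error 0.30, adjusted p = 0.000341 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FGF9 (AMEX60DD049338) was low in both groups, with 267 counts over the blastemas and 45 over the juvenile limbs, 1 of which had none. Its log2 fold change of 2.71 (standard error 0.85) did not pass the threshold, at an adjusted p of 0.0725. The call depended on single libraries and on the setting, since the adjusted p was 0.0476 without blastema replicate 2 and 0.045 without juvenile limb replicate 8. It was 0.0218 with the animal as a block in edgeR and 0.00768 with DESeq2, in a range from 3.6e-05 to 0.138 over all settings.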

In summary, our results provide a collection of genes and biological processes that are associated with blastema tissue and the regeneration process in axolotls, which is consistent with and extends the data from previous studies (Figure 2).

#### 3.1.1. Key Genes in Regeneration Revealed by the Transcriptomic Profile of Aged Axolotls

In addition to the previously analyzed samples, we included two aged axolotls (8 years old) in our study, subjecting them to proximal forelimb amputation. 

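Limb tissue from the 2 aged animals was sequenced and counted in the same way as the juvenile limbs, and gave 17666680 counts in aged limb replicate 1 and 16836023 in replicate 2. The files held counts on 35977 and 30297 genes, and the 100 genes with the highest counts took 35.5% and 46.2% of all counts. The 2 aged limbs were compared with the 5 juvenile limbs alone. Their spread was estimated together with that of the juvenile limbs. No paired analysis was possible because the aged limbs come from other animals. A gene without a count in both aged limbs has a limit of 0.0791 CPM. With 2 libraries in 1 group, the test found 16% of genes simulated with a log2 fold change of 2. It found 75% of those simulated with 4, with 6 false among 97 calls. DESeq2 found 42% and 93%, with 75 false among 210 calls. The aged limbs also differed from each other in muscle. A list of 41 skeletal muscle genes summed to 29488 CPM in replicate 1 and 3878 CPM in replicate 2, while the juvenile limbs lay between 13522 and 61724 CPM.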

Surprisingly, after a period of 10 days postamputation and a subsequent follow-up of 6 months, these aged specimens showed no signs of limb regeneration, in stark contrast to the robust regenerative response observed in juvenile axolotls. Consequently, no postamputation samples were collected from the aged cohort. 

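Of 24316 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 were higher and 12 were lower in the aged limbs than in the juvenile limbs. Over all genes tested, both aged limbs lay above or both below the 5 juvenile limbs in 3004, which is 12.4%, where chance gives 9.52% with 2 libraries against 5. DESeq2 on the same 7 libraries called 68 genes higher and 237 lower, and edgeR without a filter on low counts, which moved the number most, called 230 higher and 667 lower among 62161. Fewer genes were called without any 1 of the 7 libraries. Leaving out a library also costs power, so the numbers below do not show that single libraries decided the calls. Without aged limb replicate 1, edgeR called 0 genes, with 2476 genes at an unadjusted p under 0.05 against 1818 in all 7 libraries. Without aged limb replicate 2 it called 9, without juvenile limb replicate 2 or 5 it called 4, and without juvenile limb replicate 3, 6 or 8 it called 5. Of the genes with the largest changes, AMEX60DDU001019514 had 317 counts in the aged limbs and none in a juvenile limb, at least 236-fold more. AMEX60DDU001003435 was higher by a log2 fold change of 7.83 (standard error 0.95). Its 6 counts in the juvenile limbs all came from 1 library, and with 1 library left out its log2 fold change reached 11.33. AMEX60DD039476 and AMEX60DD008898 had no count in either aged limb, which makes them at least 90.4-fold and at least 70.6-fold lower. The adjusted p values of these 4 genes lay between 0.0361 and 0.0416. With 1 library left out they rose above the threshold, to between 0.0538 and 0.19, except for AMEX60DDU001003435 without juvenile limb replicate 6. Over the other settings, AMEX60DDU001003435 was called in 5 of 7 and AMEX60DDU001019514 in 4 of 7, with adjusted p values of up to 0.745 and 0.556.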

When we compared the transcriptome of the aged limbs to that of the juvenile limbs, only 172 genes were differentially expressed, with most being downregulated compared to the control (Figure 3(a)). After a GO enrichment analysis, the only significant GO term associated with the DEG in aged limbs was collagen fibril organization.

To investigate relationships among the aged DEGs, we performed *de novo* pathway enrichment using KeyPathwayMineR [38]. As input, we used the DEGs in aged limbs and a PPI network constructed with STRING using the proteome from the *AmexT_v47* annotation file. The interaction network shows mainly the downregulation of type I (*COL1A1, COL1A2*), II (*COL2A1*), V (*COL5A1*), and XI (*COL11A1*) collagens. Some of these proteins appeared more than once because they were assigned the same name in the transcriptome annotation file, so they were marked with a numerical suffix. Additionally, several ribosomal components, such as ribosomal proteins RPS2 and RPS5, as well as signal recognition particle 9 *(SRP9*) and *SEC61G*, which are part of the complex required for protein translation at the endoplasmic reticulum, were observed (Figure 3(b)).

In an effort to identify key genes involved in the tissue regeneration process, we focused on the DEGs that showed contrasting patterns in the blastema vs. control and aged vs. control comparisons. Our goal was to identify genes that were upregulated in blastemas but downregulated in old axolotls, and vice versa, as these could provide valuable insights into the impaired tissue regeneration observed in aging axolotls. Through DEG overlap analysis, we identified 26 genes that consistently exhibited significant differential expression across all four datasets evaluated (Figure 3(c)). Among these, seven genes showed consistent differential expression specifically in blastemas compared to aged limbs. 

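Between the edgeR calls of both comparisons with the juvenile limbs, 2 genes were called in opposite directions, NNMT.19 (AMEX60DD053665) and AMEX60DD051665. Another gene, MACROD1.1 (AMEX60DD025299), was called in the same direction, lower in both, and is named here only because the count is small, after its values were seen. AMEX60DD051665 had 5.62 ± 1.99 CPM in the blastemas, 2.57 ± 0.552 CPM in the juvenile limbs (SD, n = 5) and no count in either aged limb. It was higher in the blastemas by 1.12 on the log2 scale (standard error 0.31, adjusted p = 0.0446 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 32.5-fold lower in the aged limbs (adjusted p = 0.0361 from the same test). The blastema call was lost without blastema replicate 2, 5 or 6 or without any 1 of the juvenile limbs, with an adjusted p of up to 0.106. It was also lost with the animal as a block in edgeR (adjusted p = 0.0929) or DESeq2 (0.0768), without a filter on low counts (0.0765) and with edgeR on all 12 libraries (0.0533). The aged call was lost without any 1 of its 7 libraries, with an adjusted p of up to 0.17. DESeq2, fitted to each comparison alone, called 18 genes in opposite directions, among them the 7 genes of Table 2, and 89 in the same direction. With edgeR and no filter on low counts, the numbers were 62 and 440. Leaving out either aged limb or any 1 of the juvenile limbs gave 0 genes with edgeR. Because both comparisons share the juvenile limbs, their fold changes are related even without a true change. In 20 simulations with no change between groups, the fold changes of the comparisons had a correlation across genes of 0.347 at the median. In these, 0 genes were called in opposite directions, which decides nothing, since at most 1 gene was called in either comparison. With the draws of same-numbered blastemas and juvenile limbs correlated at 0.158, as in the pairs observed, the median correlation was 0.321, again with 0 such genes. The observed correlation was 0.269, where genes are not independent replicates. In a direct comparison of the 5 blastemas with the 2 aged limbs, 97 genes were higher in the blastemas and 254 lower among 22076 tested. Over all genes tested, no blastema overlapped an aged limb in 4659, which is 21.1%, where chance gives 9.52%. In simulated counts, edgeR made 1 false call in this comparison among 66 calls and DESeq2 84 among 211. Without aged limb replicate 1 the direct comparison gave 73 genes, without blastema replicate 3, 5 or 6 it gave 198, 210 and 163, and without blastema replicate 2 it gave 549. AMEX60DD044102 was at least 234-fold higher in the blastemas, with 1444 counts against none, and AMEX60DD021537 was higher by 9.78 on the log2 scale (standard error 1.52), a call lost without aged limb replicate 1 (adjusted p = 0.139) or 2 (adjusted p = 0.0804). AMEX60DD035528 and AMEX60DD049436 had no count in the blastemas and were at least 1264-fold and at least 844-fold lower, with adjusted p values of 0.0736 and 0.101 without aged limb replicate 1. The other study's datasets were not analysed here.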

Notably, *CTHRC1.1*, *ADAMTS17*, *GPX7*, *FSTL1*, and *LOC112547415.222* were upregulated in blastemas but downregulated in aged axolotls. Conversely, *NNMT.19* and *NNMT.20* exhibited the opposite pattern, being upregulated in aged axolotls but downregulated in blastemas (Figure 3(d)). 

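CTHRC1.1 (AMEX60DD040253), placed by Table 2 on chromosome 5q from 899669621 to 899687475, had 81.0 ± 28.3 CPM in the blastemas, 25.7 ± 11.5 CPM in the juvenile limbs (SD, n = 5 each) and 6.02 ± 0.939 CPM in the aged limbs (SD, n = 2). Its log2 fold change was 1.65 in the blastemas (standard error 0.35, adjusted p = 0.0108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.07 in the aged limbs (standard error 0.46, adjusted p = 0.246). ADAMTS17, on chromosome 11p from 81488489 to 82602596, was expressed at 27.6 ± 15.8 CPM in the blastemas, 6.32 ± 1.02 CPM in the juvenile limbs and 1.32 ± 0.0445 CPM in the aged limbs. In the aged limbs, its log2 fold change of -2.23 (standard error 0.35) had an adjusted p of 0.0735. GPX7 (AMEX60DD019607), on chromosome 1q from 1276741180 to 1277033638, increased by 1.52 in the blastemas (standard error 0.44, adjusted p = 0.0553) and had a log2 fold change of -2.64 in the aged limbs (standard error 0.60, adjusted p = 0.252). FSTL1 (AMEX60DD046943), on chromosome 7p from 70865121 to 71016956, changed by 1.1 (standard error 0.34, adjusted p = 0.0686) and by -1.61 (standard error 0.35, adjusted p = 0.225). The blastema calls of GPX7 and FSTL1 turned on single libraries. Without blastema replicate 5 the adjusted p was 0.0422 for GPX7 and 0.0295 for FSTL1, and without blastema replicate 8 it was 0.0313 and 0.0483. LOC112547415.222 (AMEX60DDU001030024), on the unplaced sequence C0173161, had 472 counts over the blastemas, 93 over the juvenile limbs and none in the aged limbs. It was called in the blastemas at 2.46 (standard error 0.62, adjusted p = 0.0295) and was at least 13.8-fold lower in the aged limbs (adjusted p = 0.396). Its blastema call was lost without blastema replicate 3 or 6 or juvenile limb replicate 2 or 5, at adjusted p values between 0.06 and 0.0694. Of the 3 other copies with an identifier in the tables, 2 fell in the blastemas. LOC112547415.46 (AMEX60DD045943) had a log2 fold change of -4.49 (standard error 0.74), and LOC112547415.8 (AMEX60DD006768), with 2 counts in the blastemas, was 287-fold lower (95% exact counting interval 79.1 to 2373). The copy listed as LOC112547415 (AMEX60DD001049) was too low for the filter in this comparison, with 36 counts in the blastemas and 43 in the juvenile limbs, or 0.527 and 0.541 CPM. The blastemas overlapped the juvenile limbs for CTHRC1.1, ADAMTS17, GPX7 and FSTL1, but not for LOC112547415.222. In the aged limbs, all 5 genes were lower than in every juvenile limb, and none was called by edgeR. DESeq2 on the same 7 libraries called all 5, with adjusted p values of 0.0013 for ADAMTS17, 0.00211 for CTHRC1.1, 0.00332 for GPX7, 0.00213 for FSTL1 and 0.0182 for LOC112547415.222. Over all settings these ranged up to 0.424, 0.821, 0.728, 0.572 and 0.824.

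**Figure D2:**
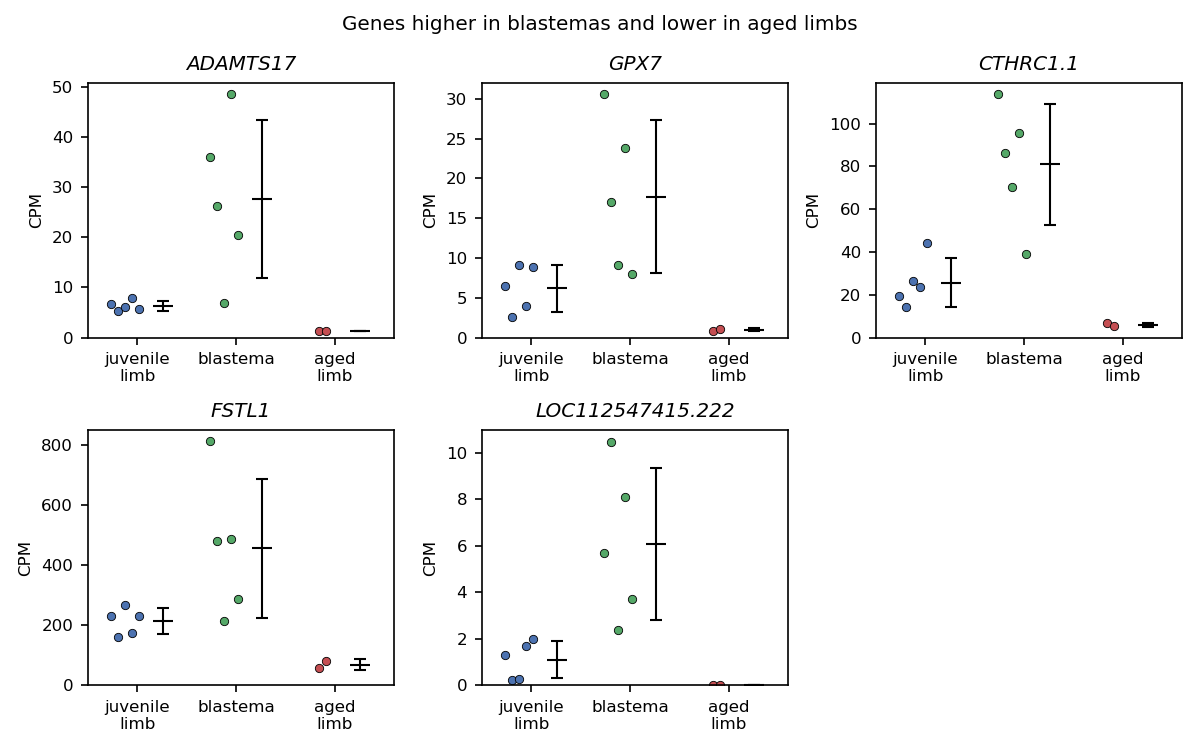
CPM (y axis, linear from 0) of 5 genes in the libraries of 3 groups. Points are libraries, and the horizontal mark and bar beside them are the mean and SD. The 2 aged limbs lie below every juvenile limb in each panel, with no count for LOC112547415.222.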

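NNMT.19 and NNMT.20 (AMEX60DD053666) lie on chromosome 9p, from 79243911 to 79434013 and from 79380383 to 79403217 in Table 2, so that the span of NNMT.20 is inside that of NNMT.19. Neither had a count in any of the 5 blastemas. The juvenile limbs had 1.08 ± 0.377 CPM of NNMT.19 and 2.57 ± 1.17 CPM of NNMT.20 (SD, n = 5), and the aged limbs 11.0 ± 4.72 and 26.4 ± 15.5 CPM (SD, n = 2). In the blastemas, NNMT.19 was at least 25.6-fold lower (adjusted p = 0.00232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and NNMT.20 at least 61.1-fold lower (adjusted p = 0.00129 from the same test). In the aged limbs, the log2 fold change of NNMT.19 was 3.35 (standard error 0.40, adjusted p = 0.0361), and that of NNMT.20 was 3.37 (standard error 0.49, adjusted p = 0.0603), which is above the threshold. The aged call of NNMT.19 was lost without any 1 of the 7 libraries, at adjusted p values from 0.0603 without aged limb replicate 2 to 0.223 without aged limb replicate 1. DESeq2 called both genes in the aged limbs, at an adjusted p of 9.8e-07 for each, in a range over the settings of up to 0.223 for NNMT.19 and 0.282 for NNMT.20. The study chose both genes in part on these libraries, so their direction in the direct comparison is not independent evidence. There, the blastemas were at least 262-fold below the aged limbs for NNMT.19 (adjusted p = 0.0122 from edgeR's test). They were at least 627-fold below them for NNMT.20 (adjusted p = 0.00668). Without aged limb replicate 1 these adjusted p values were 0.151 and 0.0607. The ratio of NNMT.20 to NNMT.19 counts lay between 1.08 and 4.23 over the 7 limb libraries, and reads that match both genes can be counted on either. From the high expression of the first 5 genes in blastemas and their low expression in aged animals, the paper proposes a critical part for them in regeneration and names the 7 genes regeneration-related. It took them from genes that also differed in the blastemas of the other study. It also reports quantitative PCR of ADAMTS17, which was higher in blastemas and lower in aged limbs than in juvenile limbs.

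**Figure D3:**
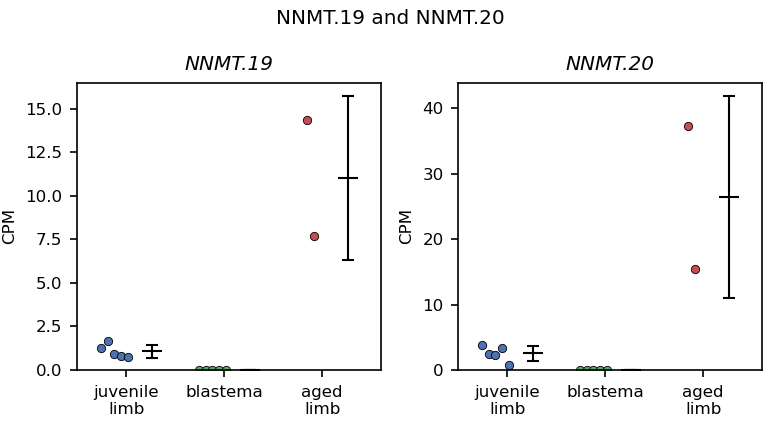
CPM (y axis, linear from 0) of NNMT.19 and NNMT.20 in the juvenile limbs, the blastemas and the aged limbs. Points are libraries, and the horizontal mark and bar beside them are the mean and SD. All 5 blastemas are at 0 and both aged limbs lie above the 5 juvenile limbs.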

In order to experimentally validate one of the key genes involved in tissue regeneration, we analyzed the expression of the *ADAMTS17* gene using limb samples from five 8-month-old juvenile axolotls and their blastema generated 10 days after amputation, as well as samples from 8-year-old aged axolotls. Overexpression of *ADAMTS17* was observed in the blastema of the 8-month-old juvenile axolotls compared to their limb. Interestingly, the expression of this gene significantly decreases in the limbs of 8-year-old aged axolotls compared to those from juvenile axolotls (Figure 3(e)). These genes are of particular interest because their high expression in blastemas, coupled with their downregulation in aged axolotls that have lost their regenerative capacity, suggests that they may play a critical role in the regeneration process. Therefore, we will refer to this set of genes as regeneration-related genes.  Table 2 summarizes the annotation and putative function of these regeneration-related genes.

#### 3.1.2. Coexpression Network Analysis Reveals Gene Modules Associated With Tissue Regeneration in *A. mexicanum*

As an additional approach, we used coexpression network analysis to examine sets of genes that might be involved in regeneration and show similar transcriptional responses to our set of regeneration-related genes. This analysis incorporated muscle, cartilage, and bone samples from the study by Bryant [23], as well as two leg samples from Caballero-Pérez [24]. The inclusion of these datasets allowed for a more comprehensive and robust understanding of the genes that are coregulated and, thus, similarly responsive, in *A. mexicanum*. The resulting network comprised 35 gene modules, of which 18 modules showed significant associations (*p* value < 0.05 and absolute Pearson correlation coefficient > 0.5) with the evaluated conditions (Supporting Figure 1, Supporting Table 3). Four of the significant modules showed a strong correlation with the blastema condition (yellow, magenta, dark orange, and black). The yellow and magenta modules were also significantly associated with muscle samples. Genes involved in metabolic processes and muscle structure development are enriched in the yellow module, while the magenta module showed enrichment in genes associated with the cell cycle, DNA replication, and RNA splicing. The black module is exclusively associated with blastema and was enriched in genes associated with developmental processes and multicellular organism development. Notably, the dark orange module did not show any significant GO term association but is also associated with limb samples (Figure 4(a), Supporting Figure 2).

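The genes that Supporting Table 4 lists for the aged trait were compared between the 2 aged and the 5 juvenile limbs. Of the 19 genes, 16 were tested, and each of the 16 changed in the direction of its listed correlation. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 3 of them were called, namely AMEX60DD027179, DMBT1.17 (AMEX60DD053301) and TAF7L.2 (AMEX60DDU001004020), of which the last 2 are named after their values were seen because the count is small. Adjusted over the list alone, all 16 were called, which is not independent evidence since the study chose the list on these samples among others. DESeq2 called 13 of the 19 and edgeR without a filter on low counts called 14. Without aged limb replicate 1 the number called was 0, although 18 genes were tested, and it was 1 without aged limb replicate 2 or without juvenile limb replicate 3, 5, 6 or 8. The module network itself, which includes other studies' libraries, was not repeated.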

Although none of the modules showed a strong association with the aged samples, we identified a set of 19 genes that had a significant association (absolute module–trait correlation > 0.7 and *p* value < 0.05) with the trait (Supporting Table 4). Among these genes, the two with the strongest correlation were *AMEX60DD027179*, a nonannotated gene encoding a 127 amino acid protein of unknown function, and *PAFAH2*, a gene encoding platelet-activating factor acetylhydrolase isoform 2. Both genes were negatively associated with aged axolotls and belonged to the turquoise module, which exhibited enrichment in genes associated with the regulation of metabolic processes, organelle organization, and chromatin organization.

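AMEX60DD027179 had 0.632 ± 0.201 CPM in the aged limbs (SD, n = 2) and 14.3 ± 2.96 CPM in the juvenile limbs (SD, n = 5). Its log2 fold change was -4.49 (standard error 0.41, adjusted p = 0.0149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without aged limb replicate 1 the adjusted p was 0.127, and with every other library left out in turn the gene was called. PAFAH2 (AMEX60DD005745) fell from 7.69 ± 2.99 CPM to 0.508 ± 0.353 CPM, a log2 fold change of -3.85 (standard error 0.65). Its adjusted p of 0.105 was above the threshold. DESeq2 gave it 1.1e-06, and the adjusted p ranged from 1.2e-08 to 0.49 over all settings. Both aged limbs were below every juvenile limb for each of the 2 genes.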

To gain further insight into the biological processes associated with each module, we used KeyPathwayMiner to construct PPI networks.  Figure 4(b) displays the modules that were significant for blastema and those that contain one or more of the previously identified regeneration-related genes. Network nodes are color-coded based on their gene–trait correlation for blastema, while the edges represent the predicted interactions between the proteins encoded by the genes. The colored shapes indicate the GO terms associated with the module nodes. *CTHRC1,* one of the regeneration-related genes, was found in the midnight blue module, which exhibited significance in muscle samples but had no enriched GO terms. The network revealed proteins associated with multicellular development and collagen trimer. The blue module contained three of the seven regeneration-related genes identified through differential expression analysis (*ADAMTS17*, *GPX7*, and *FSTL1*). This module displayed a strong correlation between cartilage samples and enrichment in genes associated with the regulation of developmental processes. The PPI network for this module showed enrichment of genes related to cartilage development (e.g., *BMP1* and *CHST11*) and cell differentiation (e.g., *SOX8*, *SDC2*, and *DAB2*). Furthermore, the dark orange module, which negatively correlated with blastema, showed enrichment in immune response-related proteins, with some members associated with *STAT3*. The magenta module included genes related to the cell cycle, particularly belonging to the kinesins family (*KIF*). Notably, genes related to histone modification were also observed, including the polycomb group members *EED* and *EZH2*, as well as *SUV39H1*, a histone lysine methyltransferase. Genes involved in the regulation of gene expression, including *HDAC2* (histone deacetylase), *DNMT3A* (DNA methyltransferase), and transcription factors such as *SOX4*, *MYCN*, and *SALL1*, were found in the PPI network for the black module, one of the modules closely associated with the blastema and containing the regeneration-related gene *LOC112547415.* Finally, the two *nicotinamide N-methyltransferase (NNMT)* genes were found in the yellow module, which was enriched with several proteins associated with the organization of the actin cytoskeleton, as well as various components of the cytoskeleton, such as troponin genes (*TNT*), actin (*ACTN*), myotilin (*MYOT*), and myosin (*MYL*). Interaction between *SGCE*, another protein from the cytoskeleton, and *FSTL1* was also observed in this module.

In summary, we identified gene modules associated with regeneration and genes with similar transcriptional responses to our set of regeneration-related genes. Notably, these identified modules included our proposed regeneration-related genes, as well as other genes potentially involved in regeneration. These results highlight the potential interplay between the regeneration-related genes we identified and other factors involved in axolotl limb regeneration, offering insights into the potential biological significance of the identified genes.

#### 3.1.3. The Regeneration-Related Genes Are Conserved in Vertebrates

Through transcriptomic analysis, we identified a group of genes relevant to regeneration in *A. mexicanum*. To assess the functionality and presence of the proteins encoded by these genes in other organisms, we performed a homology search against the UniProtKB + Swiss-Prot database [44] using a selection of animals based on S. Hedges' comprehensive review of model organisms [45].  Figure 5 illustrates the identity between the proteins encoded by the regeneration-related genes and their closest homologs in each selected organism. The UniProt IDs for each sequence and the full set of results are given in Supporting Table 5.

It is noteworthy that all of the regeneration-related proteins in *A. mexicanum* show homology in vertebrates, although their presence in invertebrates is variable. Among the regeneration-related proteins, CTHRC1 has the highest percentage of identity in vertebrates, while the NNMT proteins have lower conservation and a lower percentage of positives, indicating that only a fraction of the target protein matches the query sequences. However, FSTL1 and ADAMTS17 also demonstrate conservation in vertebrates but not in invertebrates. GPX7 is the only protein from the regeneration-related genes that is found in all of the organisms evaluated, albeit with a noticeably lower percentage of identity in invertebrates compared to vertebrates. Notably, the gene *LOC112547415* does not appear in the graph as it lacks an associated open reading frame, leading us to hypothesize its potential as a noncoding RNA.

Subsequently, the 3D structure of the proteins encoded by each regeneration-related gene in *A. mexicanum* was modeled using AlphaFold2 [46], while sequence conservation was assessed using the Consurf [47] server and the UniRef90 database. The complete predictions and confidence scores can be found in Supporting Figure 3. In addition, the CDD [48] was used to identify conserved domains within the proteins, with the details summarized in Table 3. Regarding the NNMT proteins, they share 97% identity with each other (Supporting Figure 4), and both have an S-adenosylmethionine-dependent methyltransferases domain (Figure 6(a)). NNMT.19 also possesses an extra N-terminal domain that does not appear to be conserved, as indicated by the “insufficient data” label from ConSurf (Figure 6(b)). However, upon comparing NNMT.19 with a previously published crystallographic structure of human NNMT [50] it became evident that both axolotl proteins possess an incomplete catalytic domain, suggesting that only half of the protein is present in axolotls (Figure 6(c)), consistent with the low percentage of positive amino acids found previously.

ADAMTS17 from *A. mexicanum* has several conserved domains, including a catalytic domain [51] with the zinc-binding HExxHxxGxxH consensus motif, characteristic of the catalytic site of the ADAMTS family of metalloproteases [52–54]. It also contains a propeptide from the reprolysin family, two cysteine-rich regions, and several TSP-1 motifs. A comparison with the crystallographic structure of human ADAMTS5 [55], an enzyme of the same family, shows that the catalytic residues of the axolotl's ADAMTS17 are present and that the sequence around them is conserved, suggesting that this protein could be catalytically active (Figure 7(a)).

On the other hand, two domains were identified for FSTL1: a Kazal-type serine protease inhibitor and an EF-hand domain. The ConSurf analysis shows that FSTL1 from *A. mexicanum* is highly conserved. Notably, a set of disulfide bonds with high conservation, together with the Kasal domain, corresponds to the follistatin-like 1 (Fstl1-FK) domain described by Li et al. [56] (Figure 7(b)).

GPX7 has only one thioredoxin-like domain; however, structural analyses revealed that the catalytic site and residues of the protein are conserved in *A. mexicanum*. A comparison between the catalytic site of *H. sapiens* GPX7 [51] and the predicted structure for *A. mexicanum* GPX7 shows that the residues W164, C79, and Q114, which are required for GPX7 activity, are also present in our prediction (Figure 7(c)).

Finally, no conserved domain was identified for the CTHRC1 protein; however, structural prediction and conservation analysis suggest its preservation (Figure 8). CTHRC1, also known as collagen triple helix repeat containing-1, is a secreted protein involved in osteogenesis and bone remodeling processes and typically exists as a homotrimer [57]. Using the AlphaFold multimer model, we obtained a high confidence structure for the axolotl CTHRC1 trimer. Taken together, our results suggest that the regeneration-related genes highlighted in this study encode proteins that are conserved in other vertebrates, allowing us to infer their function based on their homologs.

## 4. Discussion

*A. mexicanum*, commonly known as axolotl, is a salamander that captivates scientists due to its exceptional characteristics [58]. Unlike other amphibians, axolotls exhibit neoteny, retaining larval features while achieving sexual maturity [1]. However, their most remarkable attribute is their ability to regenerate nearly all tissues and organs, setting them apart from other vertebrates. Despite descriptive and histological studies shedding light on tissue regeneration in *A. mexicanum*, the underlying molecular mechanisms remain enigmatic [12, 14, 20]. Comprehensive studies of the molecular mechanisms involved in axolotl regeneration are of particular interest to the field of regenerative medicine, with potential implications for human therapies [30, 59]. To gain a broader understanding of the genetic basis of axolotl tissue regeneration, we conducted a transcriptomic study on a group of *A. mexicanum* from the CIBAC, a center dedicated to preserving the native axolotl population in Lake Xochimilco, Mexico City. Notably, these specimens were bred under conditions closely resembling their natural environment, reducing confounding factors that may be encountered in laboratory-raised counterparts [60, 61].

We began by examining samples from amputated limbs and the blastemas that form in response to injury. Blastema formation is triggered by signals from surrounding tissues that induce the dedifferentiation of nearby cells into a proliferative and multipotent state. This organ is crucial for regeneration in axolotls, and, because of that, is subject to complex transcriptomic regulation [19, 62]. Employing next-generation RNA sequencing, we conducted differential expression analysis between blastemas and juvenile limbs, comparing our results to a previously published dataset to identify shared expression patterns. Additionally, we generated a predicted interactome and performed GO annotation for the axolotl proteome to further describe the putative functions of the genes identified.

Taken together, our findings suggest a global downregulation of genes associated with muscular tissue and anatomical development during limb regeneration, consistent with the cellular dedifferentiation that takes place in the blastema [63]. However, a few genes related to development, such as *TBX4* [64], *BMP2* [65], and *KAZALD1* [23], as well as wound healing, such as *SALL4* [66], were upregulated in blastemas. Furthermore, genes associated with the regulation of cell differentiation, such as *WNT5A* and *WNT5B*, exhibited increased expression. 

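TBX4 (AMEX60DD054629) was counted 28 times over the 5 blastemas, at least once in each, and not in any juvenile limb, which makes it at least 12.2-fold higher. The filter on low counts left it out of the test, and an exact permutation test on its log2 CPM gave a two-sided p of 0.00794, the smallest that 5 libraries against 5 allow. With libraries swapped only within the 5 animals, p was 0.0625, the smallest that 5 pairs allow and above 0.05. DESeq2 without the animal as a block called TBX4, with an adjusted p of 0.00946. The text and the sample labels name different limbs, which limits the reading of a gene tied to limb type. SALL4 (AMEX60DD027407) rose from 0.820 ± 0.334 CPM in the juvenile limbs to 14.3 ± 7.50 CPM in the blastemas (SD, n = 5), a log2 fold change of 4.10 (standard error 0.47, adjusted p = 0.0002 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with any 1 library left out. The paper proposes that genes of muscle tissue and of anatomical development are broadly lowered while the limb regenerates, which it relates to the dedifferentiation of cells in the blastema.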

*WNT5A* and *WNT5B* play established roles in bone morphogenesis, hematopoiesis, and cartilage homeostasis [67–69]. This suggests that, while tissue-specific genes are silenced during regeneration, a select few guide the development of the new limb.

In support of the aforementioned hypothesis, our gene coexpression network analysis revealed two modules positively associated with blastema samples. These modules contained several proteins involved in histone modification and DNA methylation, including *DNMT3A*, *HDAC2*, *SUV39H1*, *KDM3A*, and the Polycomb group members *EED* and *EZH2*. Epigenetic regulation has been shown to be crucial for tissue regeneration in axolotls; the pharmacological inhibition of DNA methyltransferases causes impairments in blastema formation [70], and histone deacetylase inhibitors inhibit regeneration [71]. The Polycomb group is also known for its role in embryonic development and tissue differentiation, suggesting its likely importance in axolotl tissue regeneration due to its evolutionary conservation [72].

Intriguingly, we also observed upregulation of genes associated with extracellular matrix organization in the blastema compared to control tissue, while cell adhesion factors were predominantly downregulated. This may be linked to the extracellular matrix degradation (histolysis) that occurs at the amputation site, facilitating cell migration, differentiation, and blastema formation [73]. Among the main players in this tissue remodeling process are metalloproteases, with several, such as *MMP13*, *MMP19*, *ADAM8*, and *ADAMTS17*, found to be upregulated in the blastema [74]. Furthermore, genes involved in angiogenesis and wound healing, including tenascin (*TNC*), fibronectin (*FN1*), and thrombospondin-2 (*THBS2*), are also upregulated. Alongside the overall downregulation of myosin and actin proteins, these findings indicate the extensive histolysis and angiogenesis process occurring in the tissue surrounding the blastema [75, 76].

The significance of the extracellular matrix becomes evident in the analysis of samples collected from aged axolotls that lacked regenerative capabilities. Notably, we detected the downregulation of several collagens and ribosomal proteins in aged limbs, indicative of impaired cell–cell interactions and extracellular matrix composition, commonly associated with aging [77, 78]. Processes such as osteogenesis, proliferation, and differentiation are influenced by extracellular matrix stiffness [79–81], making the reduced collagen expression in aged organisms particularly intriguing. This leads us to hypothesize that extracellular matrix organization plays a central role in axolotl regeneration. Further investigation into the changes occurring in the extracellular matrix during blastema formation and limb regeneration in axolotls could provide valuable insights into the regulatory networks involved in this process.

A comparative analysis between aged limbs and blastemas in juvenile specimens postamputation led us to the identification of a set of genes that may be required for initiating the regeneration process. Among these, seven genes were pinpointed, including one putative lncRNA (*LOC112547415.222*) and six coding genes. A blast search against model animals demonstrated homologous counterparts of the six coding proteins in vertebrates, indicating their potential importance. In particular, four regeneration-associated genes (*FSTL1*, *ADAMTS17*, *GPX7*, and *CTHRC1*) exhibited high expression levels in regenerating tissue but were underexpressed in aged axolotls. 

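The blastemas and the aged limbs were also compared directly, which tests whether the change in the blastemas differs from that in the aged limbs. The study chose its regeneration-related genes in part on these libraries, so their direction here is not independent evidence. The 2 groups also differ in tissue as well as in age, so a call cannot be assigned to age. CTHRC1.1 was higher in the blastemas by a log2 fold change of 3.79 (standard error 0.48, adjusted p = 0.00668 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without aged limb replicate 1 the adjusted p was 0.089. CTHRC1 (AMEX60DD040250), a separate gene in the files, differed by 4.09 (standard error 0.71, adjusted p = 0.0278). Its direct call was lost without blastema replicate 3, 5 or 6, at adjusted p values of 0.0595, 0.0556 and 0.0677, and without aged limb replicate 1 or 2, at 0.204 and 0.146. Against the juvenile limbs, CTHRC1 was higher in the blastemas by 1.98 (standard error 0.49, adjusted p = 0.0265), a call lost without juvenile limb replicate 2, at an adjusted p of 0.0733, without juvenile limb replicate 6, at 0.0597, and with the animal as a block, at 0.0688. For GPX7, the direct log2 fold change was 4.23 (standard error 0.69, adjusted p = 0.0216), with an adjusted p of 0.0538 without blastema replicate 6, 0.237 without aged limb replicate 1 and 0.0949 without aged limb replicate 2. ADAMTS17 differed by 4.42 (standard error 0.79, adjusted p = 0.0308). Its call was lost without blastema replicate 3, 6 or 8, at adjusted p values of 0.0668, 0.0538 and 0.0516, and without aged limb replicate 1 or 2, at 0.283 and 0.145. FSTL1, at 2.78 (standard error 0.58), had an adjusted p of 0.0567, above the threshold, and passed it at 0.037 without blastema replicate 2. Over all settings, the adjusted p of FSTL1 ranged from 2.3e-07 to 0.433, and it was called in 5 of the 7 settings that kept every library. LOC112547415.222 was at least 76.7-fold higher in the blastemas (adjusted p = 0.0125), and its adjusted p without aged limb replicate 1 was 0.108. Each blastema was above both aged limbs for the 6 genes.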

Interestingly, *ADAMTS17* is underexpressed in 8-year-old axolotls compared to juvenile axolotl limbs. This could suggest that the molecular mechanisms required for its transcriptional activity are impaired or that an epigenetic mechanism may be involved in this process [82]. This might partially explain why these organisms were unable to regenerate their limbs. Structural and conservation analyses further highlighted that these genes encode conserved proteins in vertebrates, which, together with structural predictions, allows us to infer their potential functions.

In this regard, ADAMTS17 is an extracellular metalloprotease involved in collagen processing, extracellular matrix degradation, cartilage cleavage, development, and angiogenesis. This protein has a conserved catalytic domain [52–54], suggesting it is catalytically active. Studies in *Adamts17* knockout mice showed that it is required for proper skeletogenesis and skeletal muscle development [83]. Mutations in ADAMTS17 are also linked to the Weill-Marchesani syndrome in humans, affecting connective tissue and leading to impaired vision, short stature, and musculoskeletal anomalies [84, 85]. Additionally, ADAMTS17 mutations have been implicated in short height and glaucoma in dogs [86] and humans [87]. Nevertheless, the precise function of this protein remains enigmatic. Studies have observed that a catalytically inactive ADAMTS17 interferes with fibrillin-1 secretion, resulting in elastic fiber abnormalities and intracellular collagen accumulation in fibroblasts from patients with Weill-Marchesani syndrome [88]. Another noteworthy protein involved in cell–matrix interactions is FSTL1, a secreted glycoprotein that participates in the regulation of the TGF-*β*, BMP, and Wnt pathways [89, 90]. In axolotls, the identification of two domains, a Kasal and an EF-hand domain, aligns with the architecture described in other organisms [56, 91]. FSTL1 has been found to be critical for tracheal and central nervous system development in mice, with *Fstl*1^−/−^ mice exhibiting cyanotic traits due to tracheal malformations [92, 93]. It is also involved in vascularization and vascular epithelial homeostasis maintenance [94, 95]. Overall, the observed downregulation of ADAMTS17 and FSTL1 in aged axolotls compared to juvenile limbs further highlights the importance of the extracellular environment during limb regeneration.

Furthermore, CTHRC1, involved in the TGF-*β* pathway, functions as a mediator of osteoblast–osteoclast communication and plays a role in osteogenesis and bone remodeling [96]. In axolotls, bone resorption mediated by osteoclast is important for the adequate integration of regenerated bone [97]. CTHRC1 also promotes angiogenesis by inhibiting collagen deposition and promoting cell migration [98]. Knockout mice for this gene showed reduced bone density and arthritis [99, 100], further suggesting the importance of this protein in bone and cartilage development.

GPX7, another protein with high expression in blastema but reduced levels in aged limbs, is a peroxidase, and its catalytic domain has been found to be conserved in axolotls. GPX7 is vital for oxidative stress resistance [101, 102]. Studies have linked low GPX7 levels to increased adipogenesis and fat accumulation in mice [103]. Interestingly, a recent study has observed that the bone marrow of aged axolotls has a higher fat content than that of its younger counterpart [30], which could be associated with the reduced GPX7 expression in aged axolotl limbs. Moreover, tissue regeneration in axolotls requires the production of reactive oxygen species [104], suggesting that enzymes involved in the regulation of oxidative stress are important for this process.

Lastly, we also identified two NNMT proteins with high expression in aged axolotls but with decreased expression in the blastema. While the sequences of both proteins showed homology to other vertebrate NNMTs, we noticed that only half of the catalytic domain of the protein is present in our axolotl proteins. NNMT enzymes belong to the group of SAM-dependent methyltransferases [105], and they have been implicated in several epigenetic processes since SAM serves as the methyl donor used by DNA and histone methyltransferases. Consequently, high levels of NNMT cause a decrease in SAM availability, which leads to the inhibition of other methyltransferases [106, 107]. Although the functional status of the axolotl NNMT proteins we identified remains unclear, it is evident that these transcripts play a central role in aged axolotls, and further investigation is needed to unravel their mechanisms of action. These two transcripts were identified in the yellow coexpression module, displaying a strong negative correlation with blastema and enrichment in genes associated with metabolic processes, thereby accentuating their central role in regeneration and aged limbs. A graphical summary of our main findings is provided in Figure 9.

## 5. Conclusions

Our research provides a comprehensive overview of the changes in gene activity that occur during tissue regeneration in axolotls. By studying older axolotls, we discovered a group of genes that may be crucial for the regenerative abilities of *A. mexicanum*. Through an analysis of how these genes are preserved across different species, we suggest that they play critical roles in development, bone formation, and the organization of the extracellular matrix. Our results also indicate that the proteins produced by these genes exist in other vertebrates, suggesting that these genes could serve as a starting point for studying regeneration in other animals. Although our findings may not lead directly to therapeutic applications in human regenerative medicine, the insights gained from studying axolotl regeneration are invaluable to the field. Research has shown that mammalian transcription factors can trigger a regenerative response in axolotls, implying that similar regenerative mechanisms may exist in other organisms. Therefore, it is essential to identify the genes and factors responsible for initiating this process. Such knowledge has the potential to inspire innovative therapeutic strategies in human regenerative medicine in the future. In conclusion, our findings emphasize the importance of understanding the genes at work in *A. mexicanum*, providing valuable insights into the molecular processes behind tissue regeneration and the impact of aging on regenerative abilities.

## Figures and Tables

**Figure 1:**
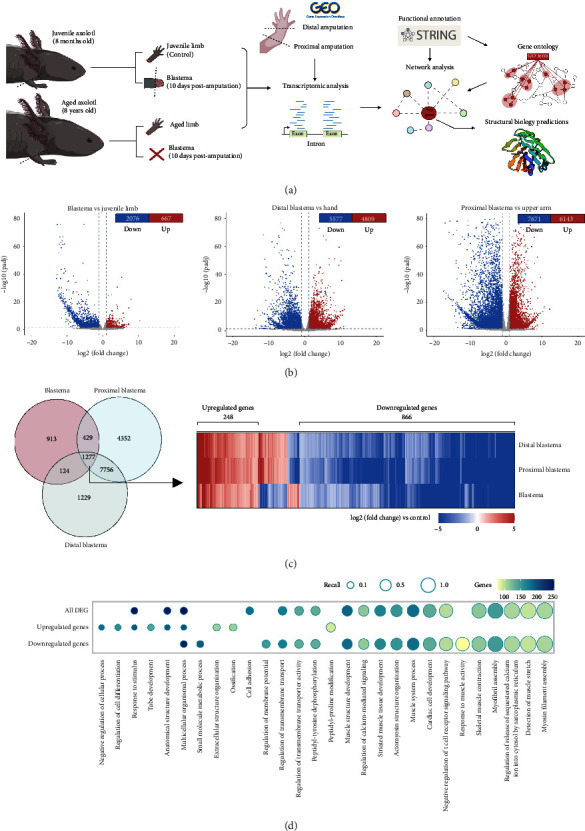
Comparison of DEG in different blastema samples. (a) Schematic representation of tissue sampling and downstream analyses. We sampled five juvenile axolotl limbs (control) and two aged axolotl limbs (over 8 years old). Amputation was performed below the elbow (proximal amputation). Blastemas from juvenile axolotls were collected after 10 days, while aged axolotls showed no blastema at the same time point. Datasets published by Bryant et al. were also analyzed; the samples were taken from *d/d* strain axolotls at two different amputation sites: the first at hand level (distal) and the second below the elbow (proximal). Blastemas from Bryant's dataset were collected 23 days postamputation. After RNA extraction and sequencing, differential expression and network analysis were performed to find relevant genes and predict GO terms associated with regeneration. (b) Differentially expressed gene (DEG) volcano plots. The left panel shows the comparison between blastema and control limbs (juvenile axolotls). The middle panel shows the distal blastema compared to the hand. The right panel shows the proximal blastema compared to the upper arm. Red dots represent the upregulated genes (*p* value < 0.05 and log2 (fold change) > 1). Blue dots represent the downregulated genes (*p* value < 0.05 and log2 (fold change) > 1). (c) Venn diagram of the intersection between DEG for blastema vs. control, distal blastema vs. hand, and proximal blastema vs. humerus. The left panel shows the heat map for the 1277 genes in the intersection between DEG in aged axolotls and blastema. The color of the tiles represents the log2(fold change) value for each gene. Genes with the same behavior across samples are indicated by parentheses (1134 of 1277 genes). d) Top 20 gene ontology biological processes associated with all DEG in the intersection shown in Figure 1(c) (1134 genes), downregulated genes only (886 genes), or upregulated genes (248 genes). The size of the bar corresponds to the number of genes associated with the significant GO term. The color of the bars represents the log10 (*p* value) of the term. Created with BioRender.

**Figure 2:**
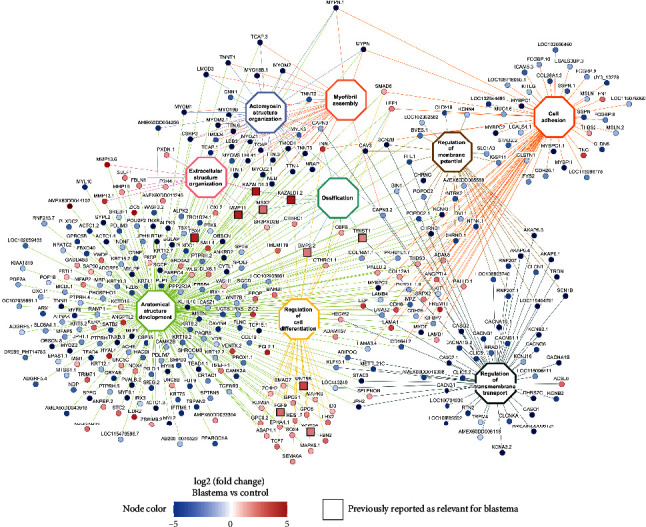
Gene ontology terms and genes associated with axolotl regeneration. Gene ontology terms enriched for the DEG in the three blastema datasets analyzed. Node color corresponds to the log2 (fold change) for the blastema vs. control dataset. GO terms are depicted in white, each with a distinct border color. Edges are colored according to the originating GO term. Squared nodes represent the genes that have been previously reported in the literature to be associated with the axolotl regenerative process. Created with BioRender.

**Figure 3:**
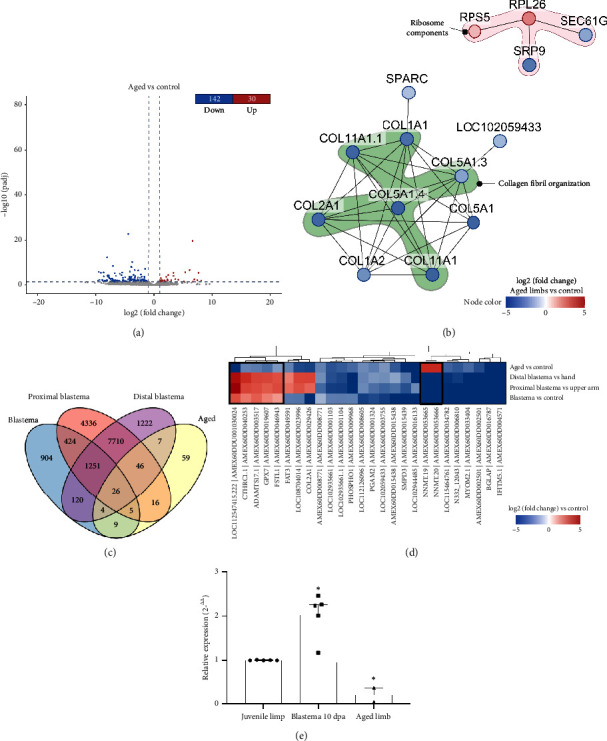
Differential expressed genes in aged axolotls. (a) Volcano plot of the differentially expressed genes (DEGs) obtained for the comparison between aged limbs vs. control limbs (juvenile axolotls). Red dots represent the upregulated genes (*p* value < 0.05 and log2 [fold change] > 1). Blue dots represent the downregulated genes (*p* value < 0.05 and log2 (fold change) < - 1). (b) Protein–protein interaction network for the DEGs in aged limbs. Node color represents the log2 (fold change) of aged limbs vs. control. Genes associated with the term “collagen fibril organization” are highlighted in green, while genes that are part of the ribosome are highlighted in pink. Edges represent the predicted interactions between the proteins encoded by the genes. (c) Venn diagram for the DEGs in all four datasets evaluated. The blastema DEGs correspond to the comparisons made previously in this study. (d) Heat map displaying the fold change of all DEGs in the intersection shown in (c) (26 genes). DEGs that show contrasting patterns between the blastema and aged datasets are highlighted with a black box. (e) Experimental validation of *ADAMTS17* was conducted using qRT-PCR. For this purpose, RNA was extracted from five samples of juvenile axolotl limbs and their respective blastemas, as well as from two aged axolotls. Statistical analyses were performed using a *t*-test. Created with BioRender.

**Figure 4:**
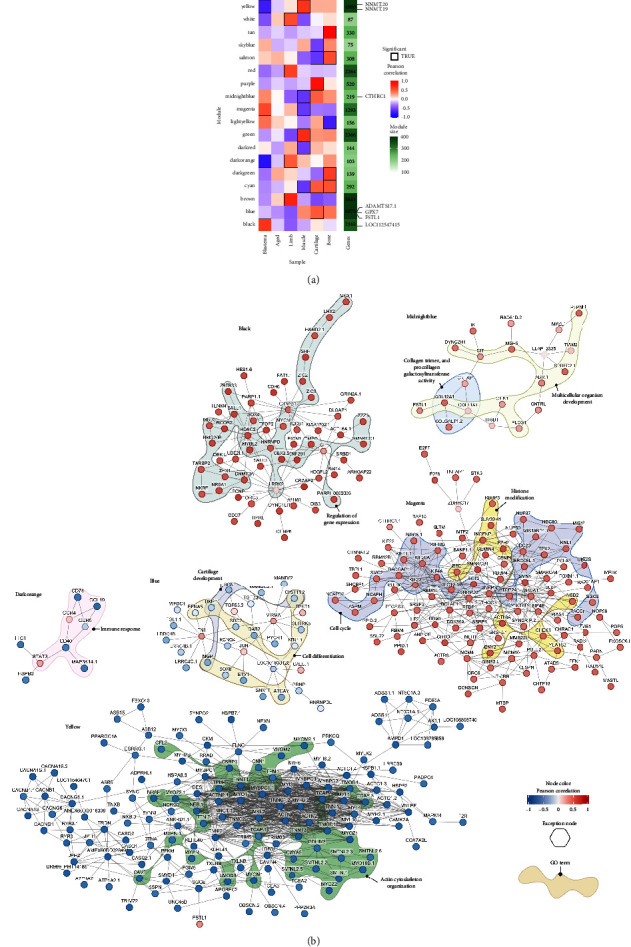
Gene coexpression analysis of axolotl samples. (a) Module–trait correlation for the 18 significant coexpression modules identified. Tile color represents the module–trait Pearson correlation coefficient. Significant modules (*p* value < 0.05) are enclosed in a black box The green panel indicates the module size. (b) Overview of the coexpressed genes within the black, midnight blue, yellow, blue, dark orange, and magenta modules. Node color corresponds to the Pearson correlation coefficient for the blastema samples. Edges represent the putative protein–protein interactions predicted by STRING. Gene ontology terms associated with some nodes are highlighted with colored shapes. Exception nodes (genes not belonging to the module) are marked with a hexagon. Created with BioRender.

**Figure 5:**
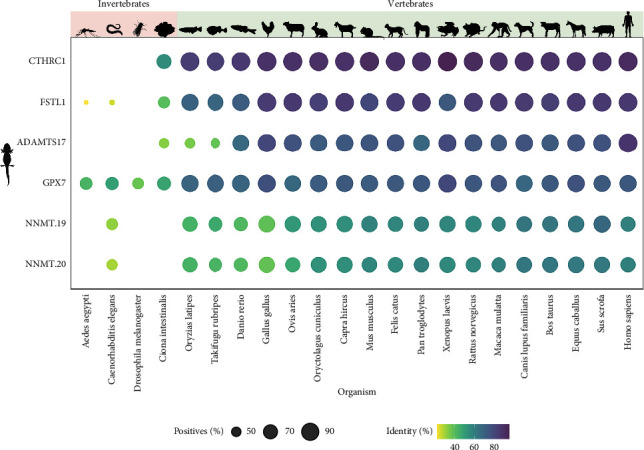
Conservation of regeneration-related proteins in *A. mexicanum*. The plot shows the percentage identity of each regeneration-related *A. mexicanum* protein (query) vs. its closest homolog in other selected animals (target). Bubble color indicates the percentage identity between the query and target protein, while the bubble size is proportional to the percentage of positives. Positives refer to amino acids in the subject sequence that are either identical to or have similar chemical properties as those in the query sequence. Missing values indicate that no similar proteins were found in the subject organism. Created with BioRender.

**Figure 6:**
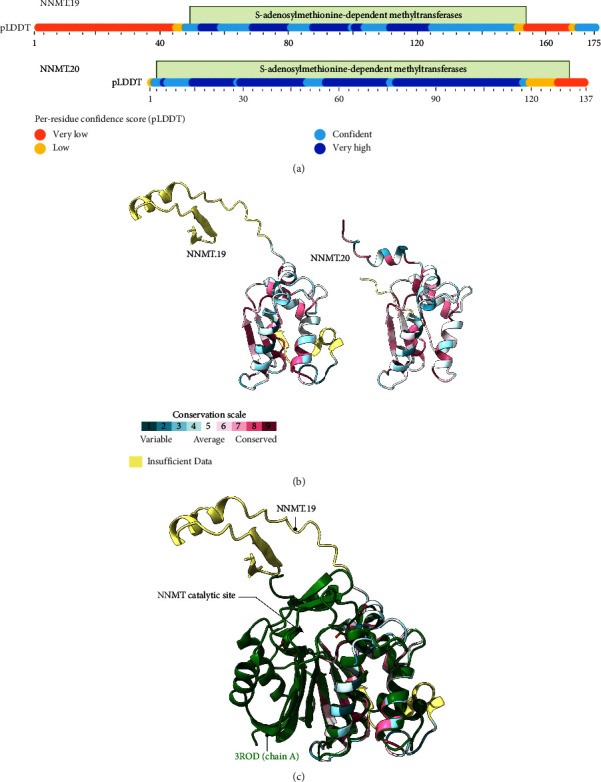
Sequence and conservation of *A. mexicanum* NNMT proteins. (a). Domain overview of *A. mexicanum* NNMT.19 and NNMT.20 proteins. The figures represent the sequence alignment of the proteins, with the scale corresponding to the number of amino acids in each protein. The predicted conserved domains are annotated with a green box. The per-residue confidence (pLDDT) for the AlphaFold models is represented by a bar. The complete structures can be found in Supporting Figure 3. (b) AlphaFold2 structure prediction for both NNMT proteins. The predictions were obtained using the monomer preset for AlphaFold, with templates. The structures are colored according to their sequence conservation as calculated by the ConSurf server. (c) Structural alignment between *A. mexicanum* NNMT.19 and an x-ray crystallography structure for human nicotinamide *N*-methyltransferase (NNMT) deposited in PDB (ID: 3ROD). Created with BioRender.

**Figure 7:**
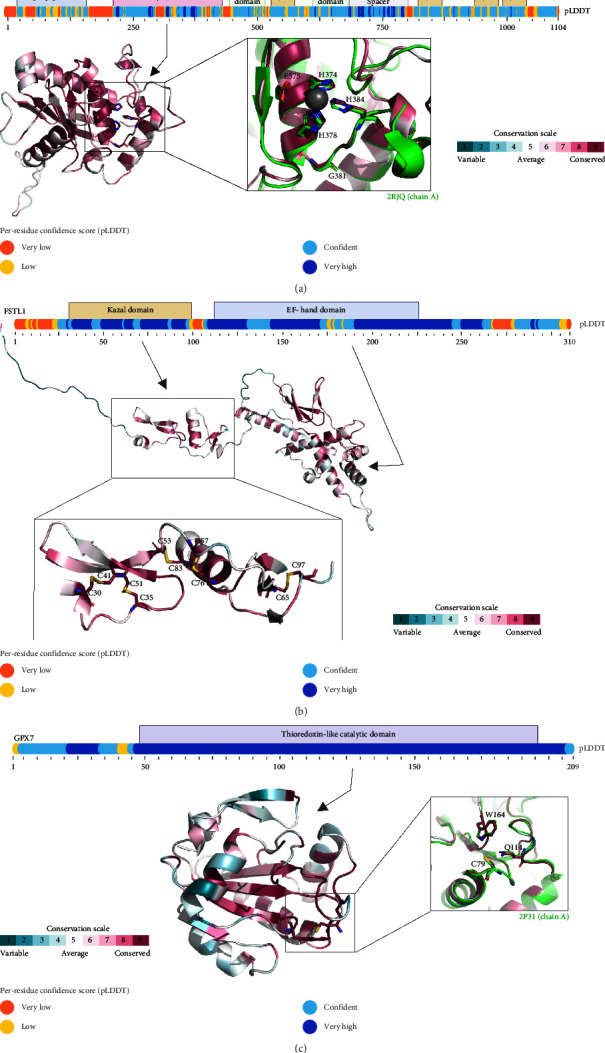
Conservation of ADAMTS17, FSTL1, and GPX7 proteins in *A. mexicanum*. Structures were predicted with AlphaFold2, and the conservation analysis was performed using the ConSurf server. (a) Domain overview and predicted structure of the catalytic domain of *A. mexicanum* ADAMTS17. Residues are colored according to their degree of conservation. The inset shows the structural alignment of the catalytic sites of *A.mexicanum* ADAMTS17 and *H. sapiens* ADAMTS5 (PDB: 2RJQ, green). The per-residue confidence (pLDDT) for the AlphaFold models is represented with a bar. The complete structures can be found in Supporting Figure 3. (b) Predicted domains and structure of *A. mexicanum* FSTL1. Residues are colored according to their degree of conservation. The inset shows the conservation of the cysteine bonds required for FSTL1 folding. The colored bar represents the per-residue confidence (pLDDT) for the AlphaFold model. (c) Domain overview and predicted structure of the catalytic domain of *A. mexicanum* GPX7. Residues are colored according to their degree of conservation. The inset shows the structural alignment of the catalytic sites of *A. mexicanum* GPX7 and *H. sapiens* GPX7 (PDB: 2P31, green). The colored bar represents the per-residue confidence (pLDDT) for the AlphaFold model. Created with BioRender.

**Figure 8:**
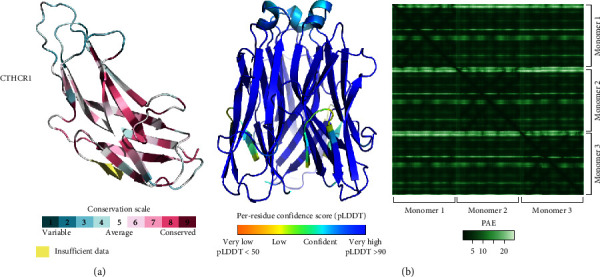
CTHRC1 conservation in *A. mexicanum*. (a). Complete predicted structure for *A. mexicanum* CTHRC1. The 3D structure was predicted using AlphaFold2, with residues colored according to their degree of conservation as calculated by the ConSurf server. (b) Heterotrimer 3D model prediction for CTHRC1. The prediction was obtained with AlphaFold2 multimer, with the residues colored according to the per-residue confidence score. The right panel shows the predicted aligned error for the trimer. Low values indicate the higher confidence in the residue–residue interaction. Created with BioRender.

**Figure 9:**
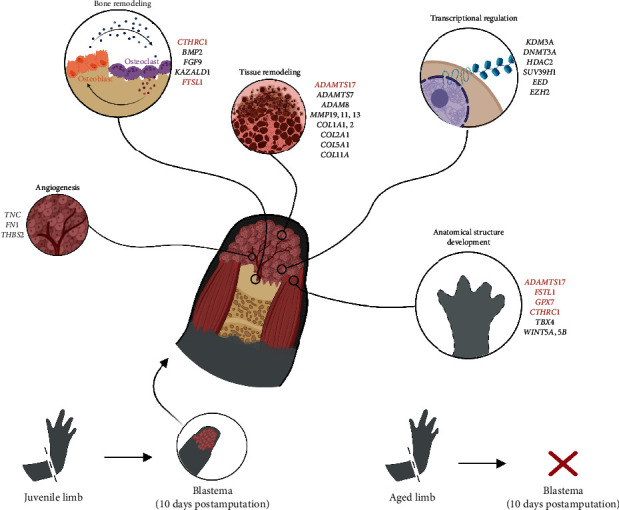
Graphical summary. The diagram displays key genes associated with blastema development during axolotl limb regeneration, along with the biological processes they are linked to. Genes considered vital for regeneration, highlighted in red, were identified by their absence in aged limbs that are incapable of regeneration. Created with BioRender.

**Table 1:** Analysis of previously published samples.

SRA accession	Sample type	Citation
SRR2885267	Bone	[23]
SRR2885268	Bone	
SRR2885269	Bone	
SRR2885270	Forearm cartilage	
SRR2885271	Forearm cartilage	
SRR2885273	Forearm cartilage	
SRR2885553	Distal blastema	
SRR2885591	Distal blastema	
SRR2885592	Elbow	
SRR2885593	Elbow	
SRR2885594	Forearm	
SRR2885595	Forearm	
SRR2885597	Hand	
SRR2885598	Hand	
SRR2885599	Hand	
SRR2885865	Proximal blastema	
SRR2885866	Proximal blastema	
SRR2885867	Skeletal muscle	
SRR2885868	Skeletal muscle	
SRR2885869	Skeletal muscle	
SRR2885870	Skeletal muscle	
SRR2885871	Upper arm	
SRR2885873	Upper arm	
SRR2885875	Upper arm	

SRR5042766	Front leg	[24]
SRR5042769	Rear leg	

**Table 2:** Annotation and putative function of the regeneration-related genes identified.

Gene ID	Gene Name	Homolog	Location		
			Chromosome	Start	End
AMEX60DD003517	*ADAMTS17*	*ADAMTS17* A disintegrin and metalloproteinase with thrombospondin motifs 17 *Terrapene carolina triunguis* NCBI Reference Sequence: XP_026504145.1	chr11p	81488489	82602596

AMEX60DD019607	*GPX7*	*GPX7* PREDICTED: glutathione peroxidase 7 *Latimeria chalumnae* NCBI Reference Sequence: XP_006006032.1	chr1q	1276741180	1277033638

AMEX60DD040253	*CTHRC1.1*	*CTHRC1* collagen triple helix repeat-containing protein 1 *Xenopus laevis* NCBI Reference Sequence: XP_018123683.1	chr5q	899669621	899687475

AMEX60DD046943	*FSTL1*	FSTL1 follistatin-like 1 *Rhinatrema bivittatum* NCBI Reference Sequence: XP_026504145.1	chr7p	70865121	71016956

AMEX60DDU001030024	*LOC112547415.222*	uncharacterized protein LOC112547415 *Pelodiscus sinensis* NCBI reference sequence: XP_025045344.1	C0173161	1	8438

AMEX60DD053665	*NNMT.19*	NNMT Indolethylamine *N*-methyltransferase-like *Microcaecilia unicolor* NCBI Reference Sequence: XP_030077372.1	chr9p	79243911	79434013

AMEX60DD053666	*NNMT*.20	NNMT Nicotinamide *N*-methyltransferase-like *Rhinatrema bivittatum* NCBI Reference Sequence: XP_029428629.1	chr9p	79380383	79403217

*Note:* The gene IDs correspond to the AmexT_v47 transcriptome. The homolog sequence listed is based on the closest match found in the NCBI reference database.

**Table 3:** Domain annotation for the regeneration-related *A. mexicanum* proteins.

Name	Gene ID	Transcript ID	*E*-value	Residue range	Domain
NNMT.20	AMEX60DD053666	AMEX60DD201053666.1	1.80e- − 48	5–133	ID: cl17173 S-Adenosylmethionine-dependent methyltransferases

NNMT.19	AMEX60DD053665	AMEX60DD301053665.1	8.28e − 41	52–155	ID: cl17173 S-Adenosylmethionine-dependent methyltransferases

ADAMTS17	AMEX60DD003517	AMEX60DD201003517.1	1.18e − 24	26–163	ID: pfam01562 Reprolysin family propeptide
			3.56e − 84	217–434	ID: cd04273 Zinc-dependent metalloprotease, ADAMTS_like subgroup
			7.95e − 23	451–518	ID: cl20316 ADAM cysteine-rich domain
			7.31e − 16	531–583	ID: smart00209 TSP-1 type 1 repeat
			1.26e − 08	615–684	ID: cl41950 ADAM cysteine-rich domain
			3.06e − 07	821–873	ID: pfam19030 TSP-1 type 1 domain
			3.10e − 10	937–982	ID: pfam19030 TSP-1 type 1 domain
			2.14e − 12	991–1040	ID: pfam19030 TSP-1 type 1 domain

FSTL1	AMEX60DD046943	AMEX60DD201046943.1	3.46e − 12	30–9	ID: cd01328 Kazal-type serine protease domain
			4.27e − 73	112–225	ID: cd16233 EF-hand

GPX7	AMEX60DD019607	AMEX60DD301019607.1	5.40e − 105	46–198	ID: cl00388 Thioredoxin-like catalytic residues

*Note:* The domain ID is from the Conserved Domain Database (CDD).

## Data Availability

The GO term information and PPI network built and used in this work can be explored in STRING using the organism identifier STRG0034MNQ or the link https://version-11-5.string-db.org/organism/STRG0034MNQ. Additionally, the gene annotation file, ppi predicted network, an AnnotationDbi OrgDb package, and a Txdb object with the gene names and associated GO terms can be accessed at the https://github.com/aylindmm/A.mexicanum GitHub repository. The raw sequencing data were deposited in NCBI's Gene Expression Omnibus under Accession ID GSE237864.

# Supplementary material for: Key Proteins for Regeneration in A. mexicanum: Transcriptomic Insights From Aged and Juvenile Limbs
**Source:** Scientifica (Cairo). 2024 Nov 14;2024:5460694. doi: 10.1155/2024/5460694
**Supplement:** Supporting Information — Supporting_Figures.pdf—Supporting figures 1 to 4.

A

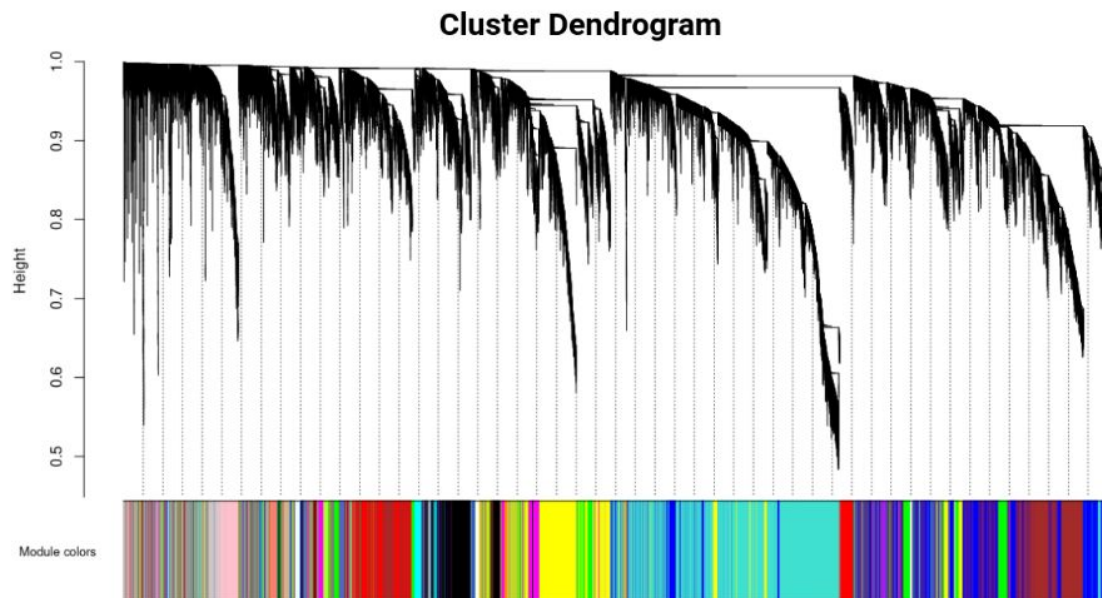

B

**Module-trait relationships**

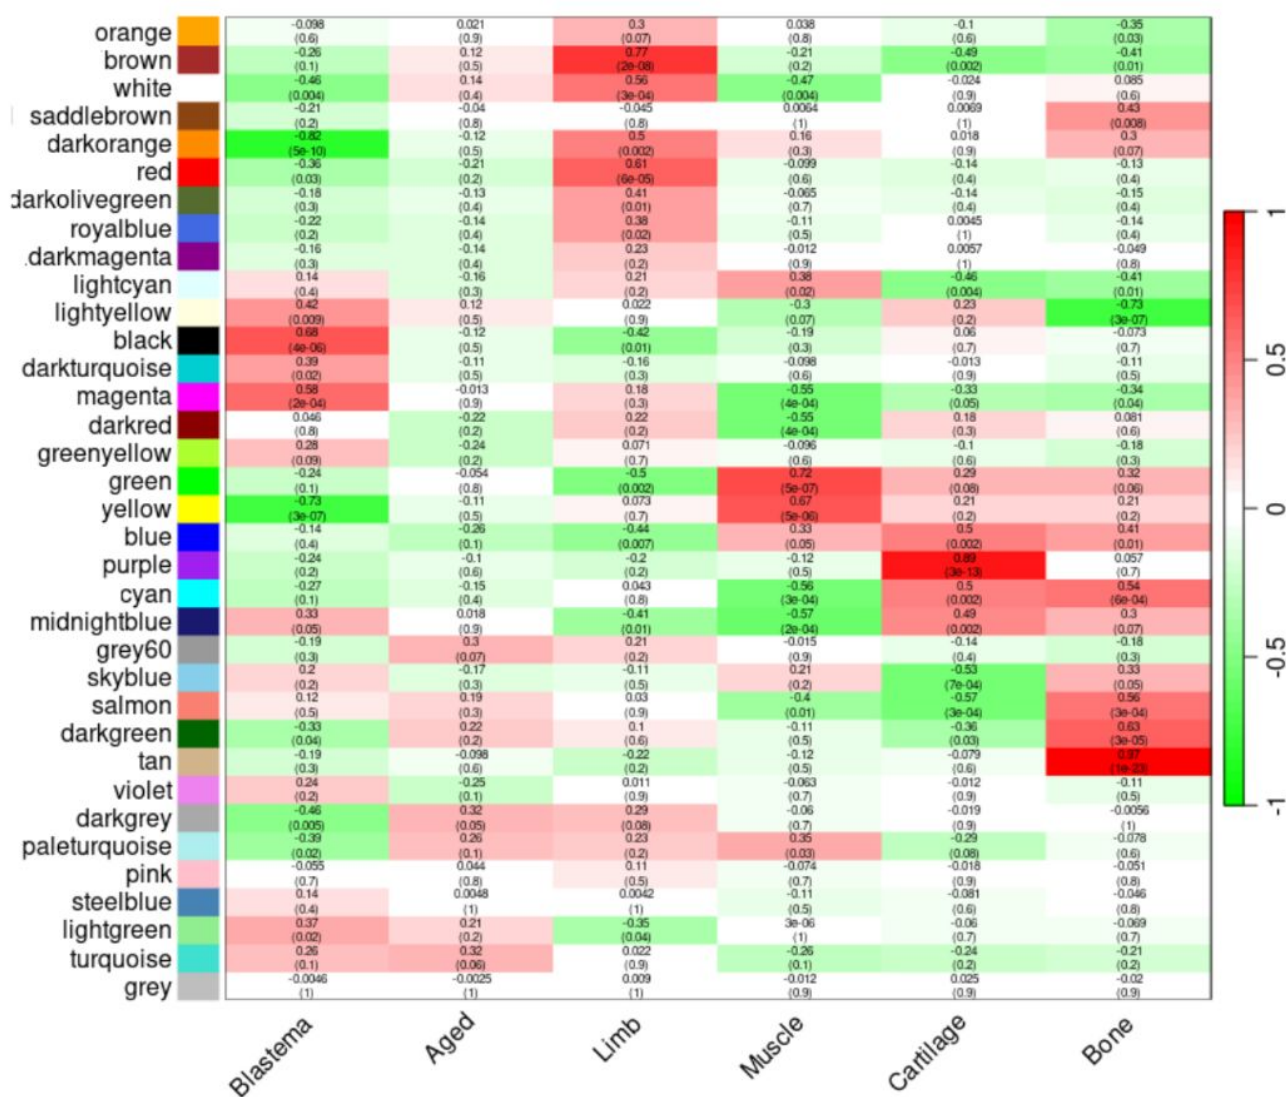

**Appendix Figure S1.** Gene Co-expression Network.

A Cluster Dendrogram of genes and corresponding module color.

B Module-trait relationships for all the gene modules identified with the coexpression analysis. Tile color represents the Pearson Correlation coefficient.

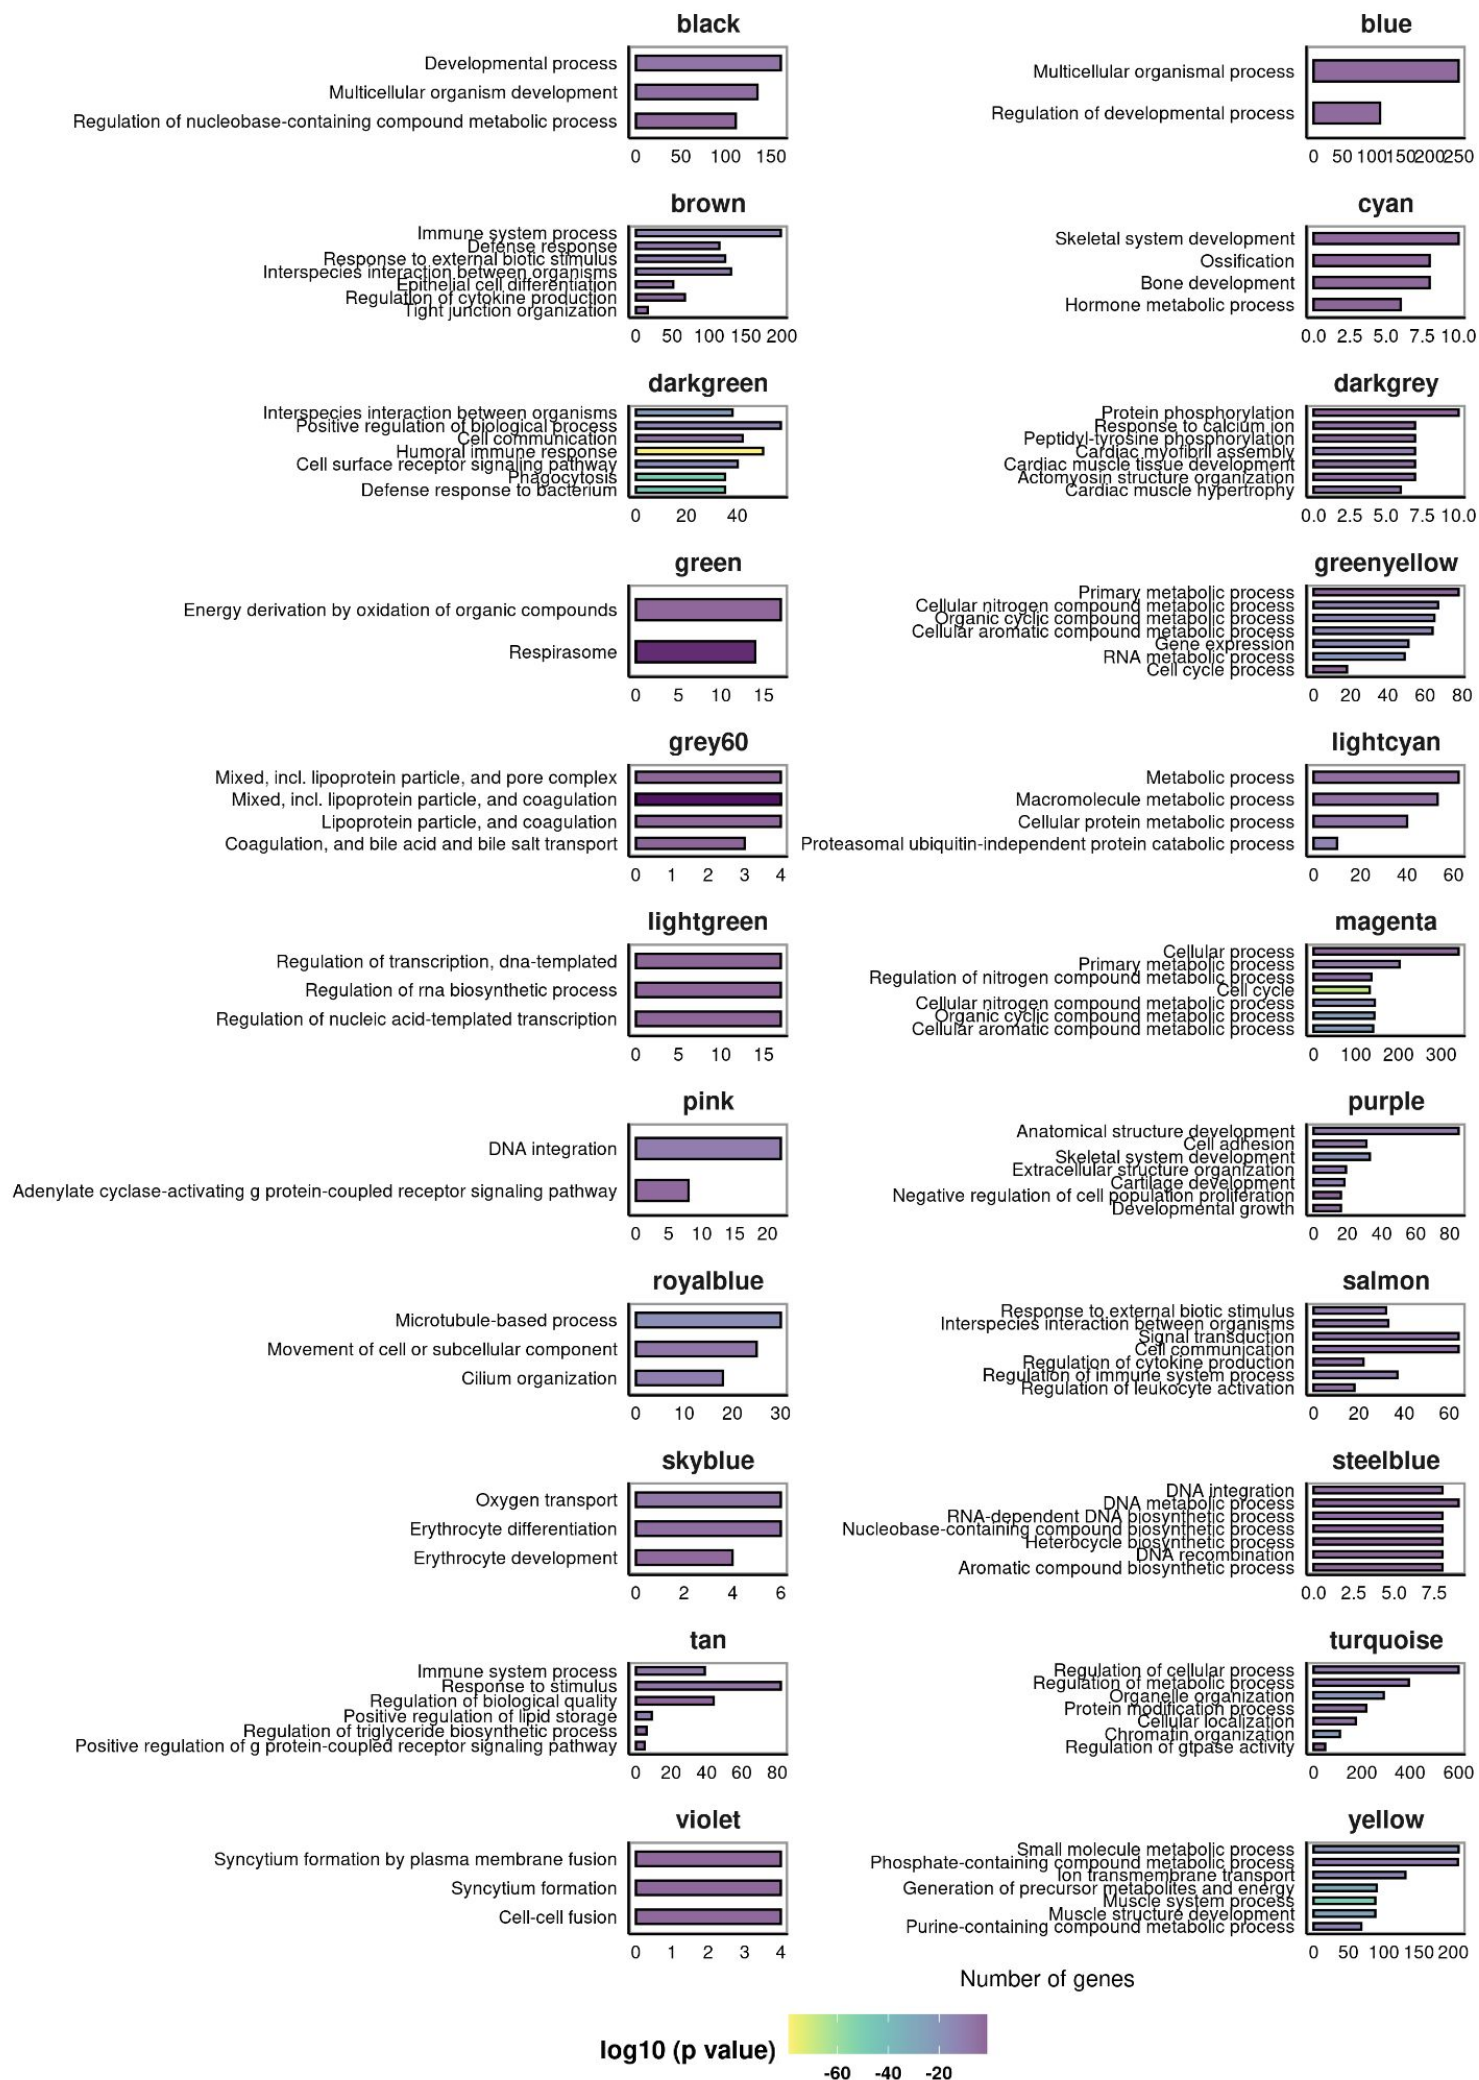

**Appendix Figure S2.** Gene Ontology terms associated to the gene modules from the co-expression network. The x axis represents the number of genes in each term found in the module. The bars are colored according to the p value of the enrichment analysis. Some of the modules from **Appendix Figure S1** are missing because they had no significant term associated.

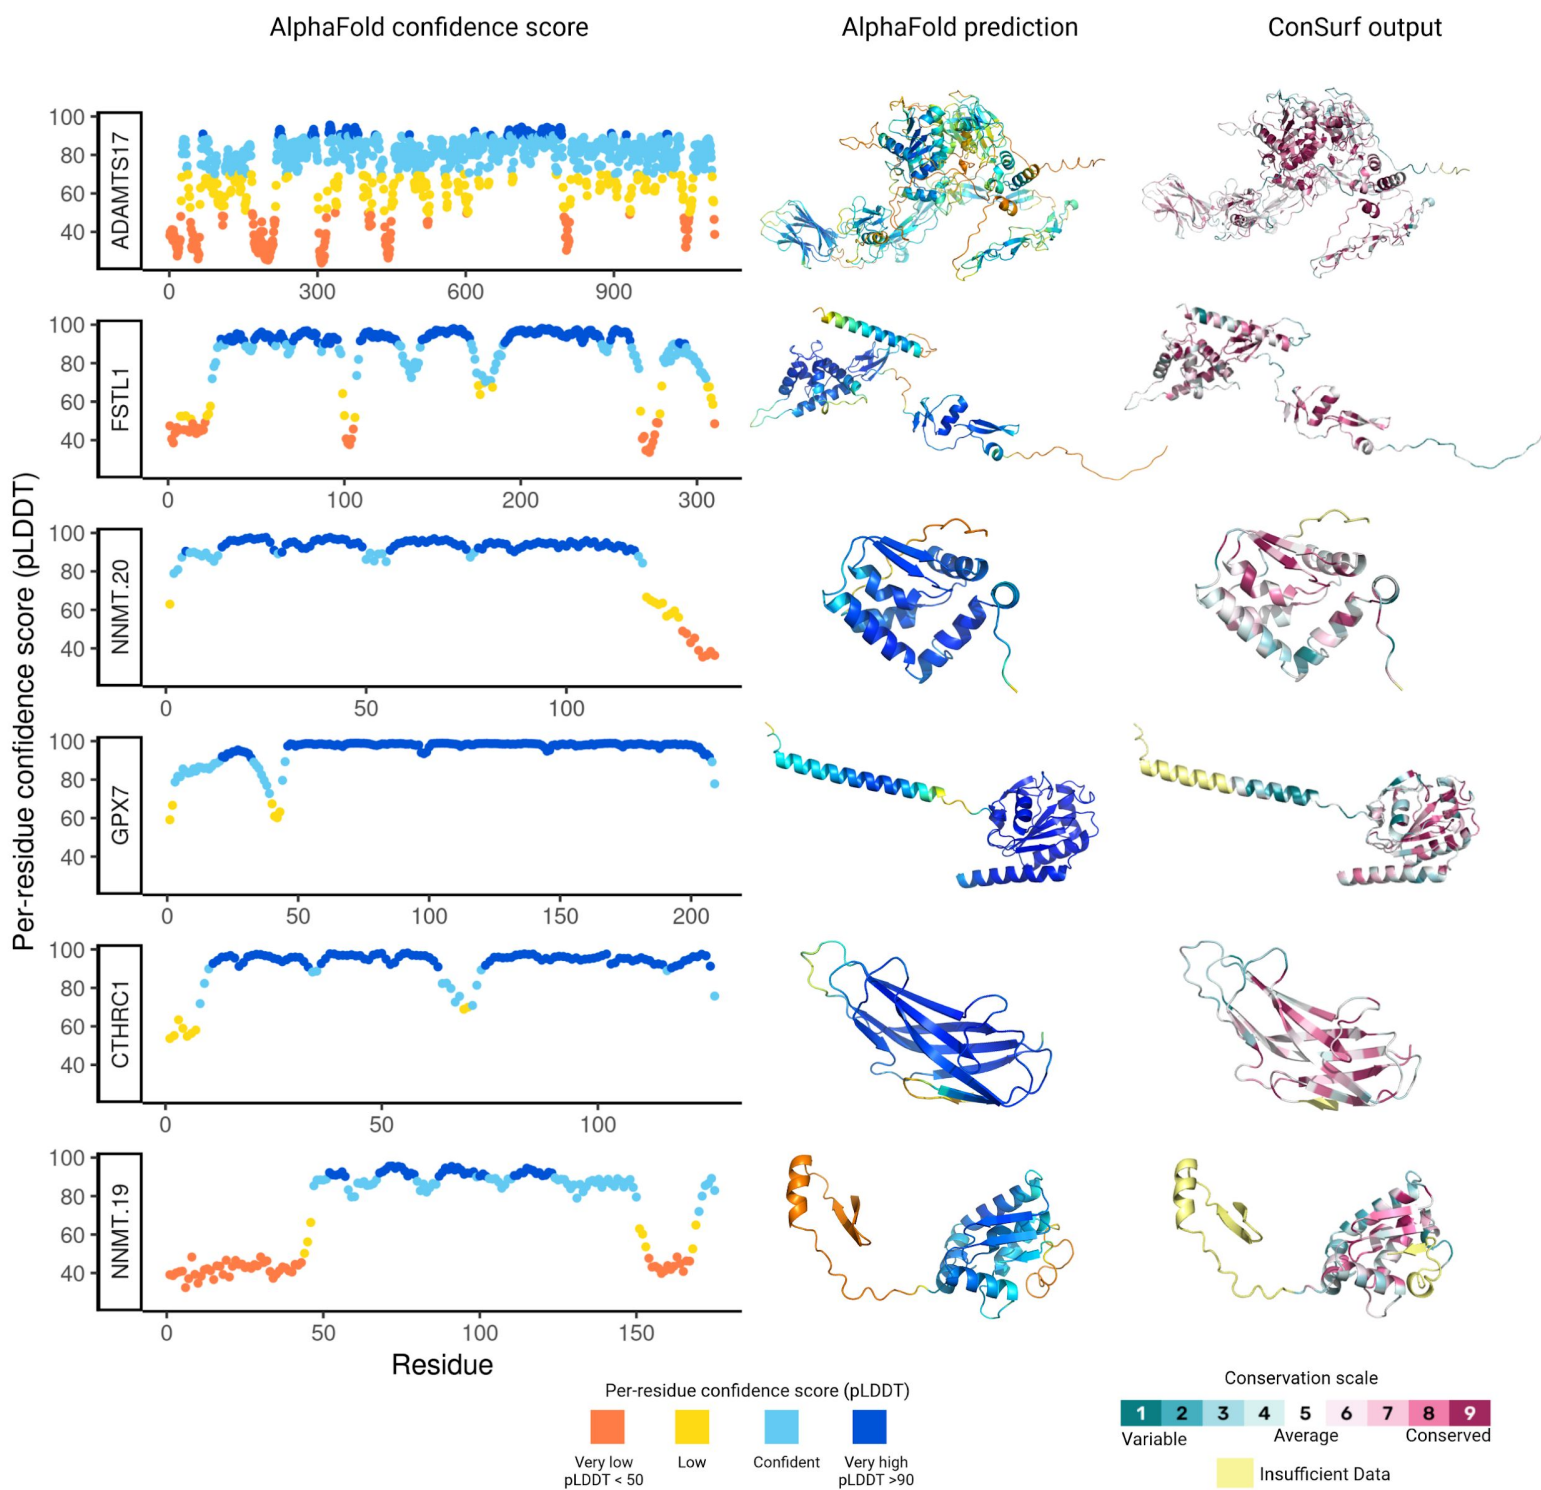

**Appendix Figure S3.** AlphaFold2 predictions for the regeneration-associated *A. mexicanum* proteins. The left panel shows the per residue confidence score (pLDDT) for the AlphaFold predictions, dots are colored according to their confidence level. The AlphaFold 3D structures in the middle panel are colored according to their per-residue confidence score. The same structures are presented in the left panel but colored according to the ConSurf conservation scale.

**A**

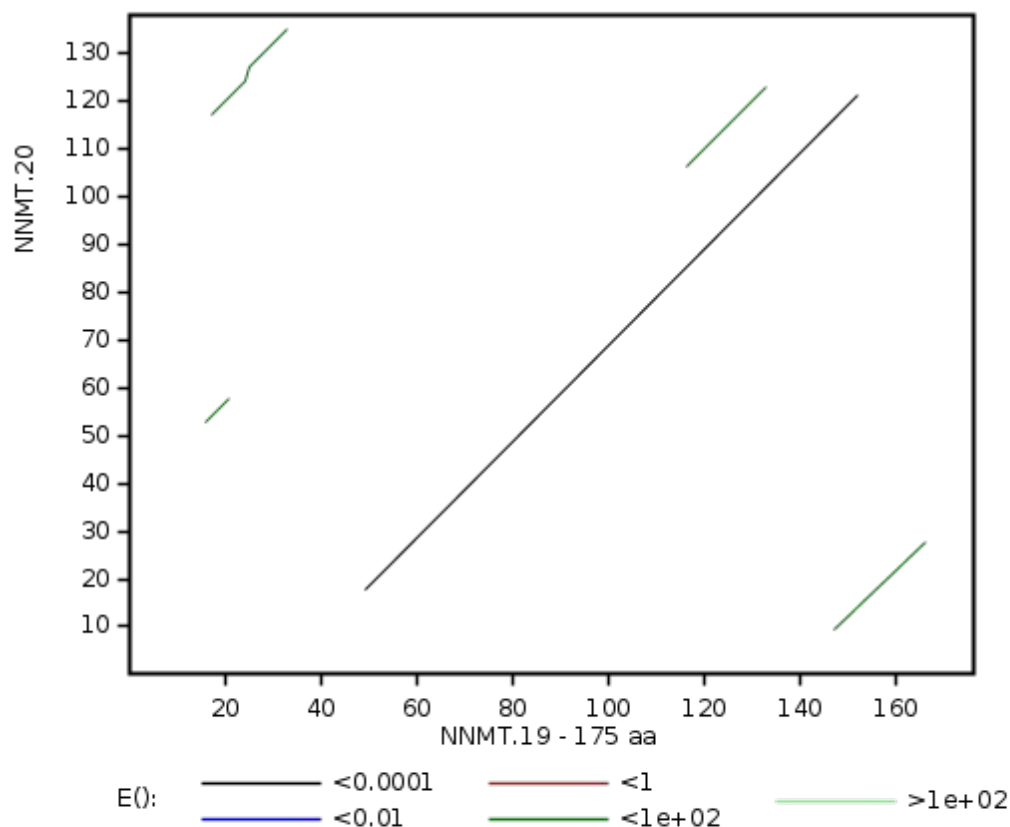

**B**

Waterman-Eggert score: 676; 215.1 bits; E(1) < 4.4e-61  
 97.1% identity (99.0% similar) in 104 aa overlap (49-152:18-121)

```

      50      60      70      80      90      100     110     120     130     140     150
NNMT.19 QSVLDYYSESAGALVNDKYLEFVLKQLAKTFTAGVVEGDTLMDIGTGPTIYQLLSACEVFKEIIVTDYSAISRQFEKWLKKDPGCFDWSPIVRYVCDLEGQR
..  ::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::
NNMT.20 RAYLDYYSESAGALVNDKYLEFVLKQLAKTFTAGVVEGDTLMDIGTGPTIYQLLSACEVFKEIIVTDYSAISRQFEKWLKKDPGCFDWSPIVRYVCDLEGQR
      20      30      40      50      60      70      80      90      100     110     120
  
```

**Appendix Figure S4.** Sequence alignment for *A. mexicanum* NNMT.19 and NNMT.20.  
 A Graphical depiction of the sequence identity between the two proteins. Line color indicates the E value for the suggested alignment.  
 B Sequence of the region scored as the best non-identical alignment, this segment corresponds to the black line in panel a. The alignment was computed by LALIGN: <https://www.ebi.ac.uk/Tools/psa/lalign/>

How the deposited data were processed for this re-analysis (not part of the article)

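The series holds RNA sequencing of axolotl limb tissue in 12 libraries, 5 of blastemas 10 days after amputation, 5 of juvenile limbs and 2 of aged limbs, each from 1 animal. The authors depleted ribosomal RNA, prepared stranded paired-end libraries, aligned the reads with STAR 2.7.9a to AmexG_v6.0-DD and counted them per gene with featureCounts on AmexT_v47. They deposited the counts as whole numbers without normalization. The settings of featureCounts for strand, reads with several matches and overlapping genes are not stated, so values of near-identical copies and of overlapping genes are uncertain. The per-library counts and the joint table were checked against each other gene by gene and were equal.

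Conditions were taken from the sample labels. Replicates 2, 3, 5, 6 and 8 of the blastemas and of the juvenile limbs come from the same animals by the paper. The deviations of same-numbered libraries from their group means had a median correlation of 0.158, from 0.030 to 0.204 over 5 pairs, against a median of -0.021 for the 20 pairs of libraries with different numbers. No paired analysis was possible because the aged limbs come from other animals, and this holds for both comparisons with them.

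Of 99088 genes, 65472 had a count in some library. Counts per library ranged from 12975883 to 20663627. Comparisons between the 3 groups were fitted, each on the libraries of its 2 groups alone, with edgeR 4.0.16 in R 4.3.3, using TMM scaling, filterByExpr, the quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an absolute log2 fold change above 1 and an adjusted p under 0.05, the thresholds of the methods. The standard error of a log2 fold change is its size divided by the square root of F. CPM were computed from the counts and the TMM library sizes. A group with no count of a gene was set to a floor of 3 counts over the whole group. Where a group had 1 to 3 counts, the ratio is given with a 95% exact counting interval. Genes left out by the filter were compared with an exact permutation test on log2 CPM with an offset of 0.05, over all splits and with libraries swapped only within animals.

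The main setting uses edgeR where the study used DESeq2. DESeq2 1.42.0 was run as an alternative on the libraries compared and on all 12 libraries. The other alternatives were DESeq2's size factors in place of TMM, library totals without the 100 highest genes, no filter on low counts, a mean of at least 10 counts, edgeR on all 12 libraries, a test against a log2 fold change of 1, the adjusted p with no fold change threshold, the animal as a block in the blastema comparison with either tool, and leaving out each library in turn. The alternatives to the thresholds were applied to the numbers of genes called only. The test was tested on simulated data, with counts drawn from the means, library sizes and spread of the real libraries and 200 genes changed by known fold changes. The spread was that estimated by edgeR, on genes kept by its filter, and counts were drawn once per comparison. The shares of false calls thus do not rank the tools on the real data. For the direct comparison of blastemas and aged limbs, 10% of genes simulated with a log2 fold change of 2 and 55% of those with 4 were called, with 1 false call among 66. DESeq2 called 45% and 82%, with 84 false among 211 calls.

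The genes named were set by a rule. It takes every gene that the results or discussion name for these samples where a table of the paper pairs the name with an identifier, the genes of Supporting Table 4 as a tally, in each comparison the 2 highest and 2 lowest called genes with an average log2 CPM above 1 and no overlap between groups, and the genes called in opposite directions. Values in the tables of the paper had been seen when the rule was set. The tables pair 1924 identifiers with names. Names without an identifier there were left out, as was RPS2, whose identifier held 8 counts in all libraries together. Lists of marker genes were written for skeletal muscle, cartilage and bone, keratinocytes, immune cells, blood and proliferation. The sequence structures, the quantitative PCR, the module network and the libraries of other studies were not analysed here.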

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

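All tests of explanations in this part were chosen only after the results were seen. Of 64 groups of 5 libraries tested for a named gene, 6 held a library far from the other 4, and of 10 groups tested for a library measure, 1 did, where chance gives about 1 in 20 groups.

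Juvenile limb replicate 6 had counts on 46501 genes, while the other 4 juvenile limbs had between 33236 and 36603. Depth does not explain this, since with every library thinned to the smallest total it kept 45801 genes and the others at most 35474. Nor do a few genes taking fewer of the counts, since the 100 highest genes took 39.0% of its counts, within the range of 35.9% to 40.6% of the juvenile limbs. It alone held 9704 genes that no other juvenile limb had, against 1566 to 2566 for the others, and 61.3% of these had 1 to 3 counts, a lower share than the 72.3% to 78.6% of the others. They made up 0.275% of its counts. Reads spread over gene models from unspliced RNA or genomic DNA could give this, and cannot be told apart from a difference of that animal without the reads outside genes.

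Blastema replicate 2 was far above the other blastemas in 4 named genes. WNT5B reached 40.4 CPM against 1.66 to 8.63 CPM, MMP19 36.2 CPM against 5.99 to 10.6 CPM, KAZALD1.2 332 CPM against 11.9 to 52.1 CPM and KAZALD1.3 362 CPM against 15.5 to 65.6 CPM. It was the outlying blastema for 1271 of 19961 genes tested, and the other blastemas for between 155 and 348. Another stage or another part of the blastema may set it apart, and cannot be told apart from a difference between animals, since each blastema comes from 1 animal. The same reads counted for both copies of KAZALD1 would keep the ratio of their counts constant, and it varied between libraries by more than counting error (chi-square p = 0.00497). Shared reads cannot be told apart from separate ones by this, since duplicated reads also spread the ratio.

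Juvenile limb replicate 5 had 1.52 CPM of WNT5B and the other juvenile limbs between 0.581 and 0.833 CPM. Blastema replicate 6 held the only count of MYOT in a blastema, at 0.0758 CPM. A single count is at the limit of what these libraries resolve. No explanation was tested for either value.

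AMEX60DD051665 was called in opposite directions and is not among the genes the paper discusses. Its fitted log2 fold change in the aged limbs was -8.52, which depends on how edgeR treats a group at 0. A difference between the animals other than age may give such a gene. Both aged limbs lay outside the range of the blastemas for each of the 25 genes called in the aged limbs, as either age or a donor variant would give, so these cannot be told apart, since no animal was sampled at both ages.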

How the results depend on the processing

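The alternatives below were chosen before the data were examined, and none of the tests in this part was chosen only after the result was seen. In none of them did a named gene change direction. The other scalings planned changed few calls of named genes. With DESeq2's size factors in edgeR no call of a named gene changed, and without the 100 highest genes in the library totals 1 did, FSTL1 in the direct comparison (adjusted p = 0.0484, in a range from 2.3e-07 to 0.433). The percent of calls that were higher in the blastema moved from 24.9 to 23.8 with the latter.

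For the blastema against the juvenile limb, edgeR called 1488 genes, 371 higher and 1117 lower. Without a filter on low counts these were 3260, 981 and 2279. DESeq2 gave 2648, 669 and 1979 on the libraries compared and 2678, 643 and 2035 on all 12 libraries. A test against a log2 fold change of 1 gave 692, 76 and 616, which asks for more by its construction. With the animal as a block, DESeq2 gave 3008, 706 and 2302, and edgeR 1394, 301 and 1093. Leaving out each library gave from 1099 genes without juvenile limb replicate 2 to 1800 without blastema replicate 2, from 230 higher without juvenile limb replicate 2 to 402 without blastema replicate 8, and from 842 lower without juvenile limb replicate 8 to 1405 without blastema replicate 2. The cause was not tested.

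For the aged against the juvenile limb, edgeR called 25 genes, 13 higher and 12 lower. Without a filter these were 897, 230 and 667. DESeq2 gave 305, 68 and 237 on the libraries compared and 154, 22 and 132 on all 12 libraries. A mean of at least 10 counts gave 18 genes, 8 of them higher, edgeR on all 12 libraries gave 22, 5 of them higher, and a test against a log2 fold change of 1 gave 5, 2 higher and 3 lower. Leaving out each library gave from 0 genes without aged limb replicate 1, where 2476 genes had an unadjusted p under 0.05, to 9 without aged limb replicate 2. The number was 4 without juvenile limb replicate 2 or 5, and 5 without juvenile limb replicate 3, 6 or 8. Over these fits, 0 to 4 genes were higher and 0 to 5 lower. Without 1 aged limb, the other is assumed to vary like the juvenile limbs. DESeq2 was not run with a library left out.

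For the blastema against the aged limb, edgeR called 351 genes, 97 higher and 254 lower. Without a filter these were 1867, 728 and 1139. DESeq2 gave 1081, 522 and 559 on the libraries compared and 1699, 633 and 1066 on all 12, and edgeR on all 12 gave 1008, 223 and 785. A test against a log2 fold change of 1 gave 217, with 45 higher. Leaving out each library gave from 73 genes, 13 higher and 60 lower, without aged limb replicate 1 to 549, 158 higher and 391 lower, without blastema replicate 2. Without blastema replicate 3, 5 or 6 the counts were 198 (43 higher, 155 lower), 210 (54 higher, 156 lower) and 163 (39 higher, 124 lower), and without aged limb replicate 2 the higher genes were 50.

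Genes called in opposite directions numbered 2 with edgeR, 62 without a filter, 1 with a mean of at least 10 counts, 0 with edgeR on all 12 libraries and 0 in a test against a log2 fold change of 1. DESeq2 gave 18 on the libraries compared and 10 on all 12. With the animal as a block there were 1 with edgeR and 21 with DESeq2. Leaving out each library gave 0 to 2, with 1 without blastema replicate 5 or 6 and 0 without any 1 of the juvenile or aged limbs.

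Of the genes of Supporting Table 4, edgeR called 3, DESeq2 13 on the libraries compared and 10 on all 12, edgeR on all 12 libraries 6, and edgeR without a filter 14. Leaving out each library gave 0 without aged limb replicate 1 to 2 without juvenile limb replicate 2, and 1 without any other. DESeq2 on all 12 libraries called 1075 of the consensus genes, where edgeR called 702. Otherwise the number of consensus genes called and the medians of the Gene Ontology lists moved by less than 1.5 times under their alternatives.

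Among named genes, the edgeR block lost the calls of WNT5B (2.72, adjusted p = 0.0812), NOX4 (2.01, adjusted p = 0.0599), CTHRC1 (2.05, adjusted p = 0.0688) and AMEX60DD051665 (1.07, adjusted p = 0.0929), and gained that of FGF9 (3.20, adjusted p = 0.0218). Against DESeq2 without a block, the block with DESeq2 lost AMEX60DD051665 (1.08, adjusted p = 0.0768) and FSTL1, whose log2 fold change of 0.99 was below the threshold (adjusted p = 0.0319). Blocking by animal changed no other call of a named gene. Over all alternatives, the 5 genes whose call the edgeR block changed had adjusted p values of at least 7.4e-18 and at most 0.138 in the blastema comparison. Depth limits genes with few counts. MMP13.6 and TBX4 were left out by the filter with 99 and 28 counts, and a gene at 0 in the aged limbs has a floor of 0.0791 CPM.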

Differences from the paper's values

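None of the tests in this part was chosen only after the result was seen. The paper gives 667 genes higher in the blastema, and edgeR called 371. Of the alternatives set before the data were examined, DESeq2 on the libraries compared (669), DESeq2 on all 12 libraries (643), DESeq2 with the animal as a block (706), edgeR without a filter on low counts (981) and edgeR with no fold change threshold (508) come within 1.5 times of the paper's value. The others do not. DESeq2's size factors in edgeR gave 380, totals without the 100 highest genes 353 and a mean of at least 10 counts 385. The count was 395 for edgeR on all 12 libraries, 301 for the edgeR block and 230 to 402 with a library left out. A test against a log2 fold change of 1, which asks for more by its construction, gave 76.

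The paper gives 2076 genes lower in the blastema, and edgeR called 1117. Within 1.5 times of the paper's value come DESeq2 on the libraries compared (1979), on all 12 (2035) and with a block (2302), edgeR without a filter (2279), edgeR on all 12 libraries (1461) and edgeR without blastema replicate 2 (1405). The others do not. Size factors gave 1104, totals without the 100 highest genes 1129 and a mean of at least 10 counts 1212. The count was 1093 for the edgeR block, 1250 with no fold change threshold and 842 to 1308 with another library left out. A test against a log2 fold change of 1 gave 616.

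The paper gives 172 differentially expressed genes in the aged limb, and edgeR called 25. DESeq2 on all 12 libraries called 154, the only setting within 1.5 times of the paper's value. DESeq2 on the libraries compared called 305, edgeR without a filter 897 and a test against a log2 fold change of 1 called 5. The other settings gave 25 for size factors, 26 without the 100 highest genes, 18 for a mean of at least 10 counts, 22 for edgeR on all 12 libraries, 25 with no fold change threshold and 0 to 9 with a library left out, where 0 was without aged limb replicate 1 with 2476 genes at an unadjusted p under 0.05.

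The paper lists 7 regeneration-related genes, and edgeR called 1 of them, NNMT.19, in opposite directions in both comparisons. A test against a log2 fold change of 1 called 0 of them so. DESeq2 on the libraries compared and edgeR without a filter called all 7 of the paper's genes, and DESeq2 on all 12 libraries and with a block called 6. Size factors, totals without the 100 highest genes, the edgeR block and no fold change threshold gave 1, a mean of at least 10 counts and edgeR on all 12 libraries gave 0, and leaving out a library gave 0 or 1.

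Of 33 log2 fold changes listed in the paper's tables and set beside the values here, 0 differed by more than the standard error. For 4 further listed genes without a count in the blastemas only a bound is known here, and 0 of these bounds exceeded 1.5 times the listed fold.

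The paper names MMP19, THBS2, SMAD6, FGF9, GPX7 and FSTL1 among genes higher in the blastema. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, they were higher by 1.67, 1.55, 1.32, 2.71, 1.52 and 1.1 on the log2 scale but not called, at adjusted p values of 0.0822, 0.0754, 0.0605, 0.0725, 0.0553 and 0.0686. DESeq2 on the libraries compared called all 6, as did DESeq2 on all 12 libraries and edgeR without a filter on low counts, and edgeR on all 12 libraries called GPX7. Over the alternatives of the 6 genes, the adjusted p ranged from 5.6e-06 to 0.183.

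The paper states that ADAMTS17, GPX7, CTHRC1.1, FSTL1 and LOC112547415.222 are lower and NNMT.20 higher in the aged limb. Each had that direction and none was called by edgeR. For ADAMTS17 the paper also reports a lower level in aged limbs by quantitative PCR, which was not analysed here. DESeq2 on the libraries compared and edgeR without a filter called all 6, and DESeq2 on all 12 libraries called all but FSTL1. It also states that most genes that differ in the aged limb are lower there. With edgeR 12 of 25 were lower, as with DESeq2's size factors, and 13 of 26 without the 100 highest genes. Without a filter on low counts edgeR gave 667 of 897, and on all 12 libraries 17 of 22. DESeq2 gave 237 of 305 on the libraries compared and 132 of 154 on all 12. The even split thus belongs to some settings of edgeR and not to all.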

Other observations

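All tests of explanations in this part were chosen only after the results were seen. MYCN (AMEX60DD033177) was higher in the blastemas by 4.46 on the log2 scale (standard error 0.82, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

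Other splits of the libraries were tried to see whether chance could give as many calls. For the blastema comparison, 1 of 100 splits drawn, the real one, gave as many as 1488 genes, and the highest of the others gave 0. For the aged comparison, 1 of 21 splits gave as many as 25, the highest other giving 8, and for the direct comparison, 1 of 21 gave as many as 351, the highest other giving 1. Chance is excluded at a share under 0.05 over these splits in each. Only 13 of the splits drawn for the blastema comparison, the real one included, part all pairs of same-numbered libraries, and so few cannot give a share under 0.05 by themselves.

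Most called genes were lower in the blastema, with 24.9% higher. The 100 highest genes took a mean of 51.0% of the counts in the blastemas and 38.1% in the juvenile limbs. With library totals as they are, 8.35% were higher. TMM raised the genes of the blastemas by a median of 0.36 on the log2 scale against these totals, and totals without the 100 highest genes raised them by 0.35 and gave 23.8%. With TMM and a library left out, 20.9% to 25.3% were higher. A few genes taking most of the counts thus does not account for the excess of lower genes as its whole cause.

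A change in the mixture of cells stays open and was not tested. The 41 genes of the skeletal muscle list summed to 225 ± 38.6 CPM in the blastemas and 33448 ± 19729 CPM in the juvenile limbs (SD, n = 5), and 40 of them were called. All 41 are in the paper's Supporting Table 1, which the study chose in part on these libraries. The other lists were lower in the blastemas as well, keratinocytes at 3551 ± 1401 against 12662 ± 4856 CPM, cartilage and bone at 3.09 ± 1.73 against 22.8 ± 6.01 CPM and immune cells at 51.3 ± 18.2 against 92.3 ± 32.4 CPM. A loss of muscle alone would raise them, but their genes are all in the same table, so they were chosen for a change and decide nothing.

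In aged limb replicate 2, the muscle list was lower than in replicate 1 and than in every juvenile limb. Of the 3 other lists with genes, 1 was higher in replicate 2 than in replicate 1. Cartilage and bone, with 3 genes, had 1.34 CPM in replicate 1, 3.23 in replicate 2 and 22.8 ± 6.01 in the juvenile limbs. Keratinocytes, with 7 genes, had 10741, 10034 and 12662 ± 4856 CPM, and immune cells, with 2 genes, 104, 85.0 and 92.3 ± 32.4 CPM. The lists for blood and proliferation held 0 genes with an identifier. Less muscle in the piece of tissue sampled may lower the list, and cannot be told apart from a loss of muscle in that animal, since 1 piece was sampled.

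Of the 25 genes called in the aged limb, 0 are in the muscle list, of which edgeR called 0 genes and DESeq2 3. Less muscle in aged limb replicate 2 thus did not enter edgeR's calls through the listed muscle genes. Replicate 1 also lay outside the juvenile limbs in all 25. That decides little, since all 25 were called without overlap between the groups, so the calls themselves selected for it. Of the 25, 22 were not called in the blastema comparison, 9 of these because they were not tested there, and 19 were called in the same direction against the blastemas. Both aged limbs lay outside the blastemas in 25. A difference between the animals other than their age, a donor variant for example, could give this, and cannot be told apart from age, since no animal was of both ages.

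With no count in either aged limb and at least 10 in every juvenile limb there were 16 genes, of which 12 were found in all 5 blastemas. Of the 21 pairs of limb libraries, only the aged pair had as many, and the others had at most 6, with a median of 0.5. This argues against individual variation between any 2 animals as the source of their number, though 1 of 21 is the smallest share possible.

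NNMT.19 and NNMT.20 changed together. The same reads counted for both copies would keep the ratio of their counts constant. It was 2.43 in the 7 limb libraries together and varied between them by more than counting error (chi-square p = 0.00491). Shared reads cannot be told apart from separate ones by this, since duplicated reads also spread the ratio.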
